# Am80 (tamibarotene) and ATRA induce highly similar molecular responses and myeloid differentiation in non-APL AML, enhanced by LSD1/GCN5 inhibition and increased RARA expression

**DOI:** 10.1186/s12885-026-16388-2

**Published:** 2026-06-27

**Authors:** Faezeh Ghazvini Zadegan, Clara Stanko, Franziska Fiedler, Laura Ölsner, Setenay Gupse Özcan, Jacqueline Schütt, Tina M. Schnöder, Yordan Sbirkov, Lukasz Szymanski, Sven Stengel, Peter Dittrich, Jörg P. Müller, Florian H. Heidel, Andreas Hochhaus, Sebastian Scholl, Ulf Schnetzke, Annamaria Brioli, Tino Schenk

**Keywords:** Am80, Tamibarotene, ATRA, RARA, AML

## Abstract

**Background:**

Acute myeloid leukemia (AML) remains a challenging disease with a poor prognosis, necessitating more personalized therapeutic strategies. Retinoic acid receptor (RAR) activation is crucial for myeloid differentiation, but non-APL AML cells resist differentiation induced by the pan-RAR agonist all-trans retinoic acid (ATRA). Am80 (tamibarotene), a specific RARA agonist, has been reported to partially overcome this resistance in AML with high RARA expression. However, its effects on myeloid differentiation, especially in comparison to ATRA, remain understudied.

**Methods:**

In this study we compared the effects of Am80 and ATRA in non-APL AML samples, focusing on subsets with high RARA and/or RARG expression, using molecular and phenotypic differentiation assessments.

**Results:**

In contrast to previous findings, Am80 showed no advantage over ATRA in inducing differentiation in AML cell lines or primary samples, regardless of RARA and RARG expression levels. Cotreatment with inhibitors of the epigenetic modifiers LSD1 and GCN5, which facilitates retinoid-induced myeloid differentiation, enhanced the effects of both Am80 and ATRA to the same extent, with more pronounced responses observed in RARA-high samples. Gene expression analysis revealed identical molecular responses to Am80 and ATRA.

**Conclusions:**

The study provides evidence that ATRA can be substituted by the more stable Am80 in retinoid-based AML therapies. It also identifies elevated RARA expression as a potential marker for sensitivity to combination therapy with retinoids and epigenetic inhibitors in AML.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12885-026-16388-2.

## Background

Acute myeloid leukemia (AML) is characterized by a blockade in myeloid differentiation, which is critically regulated by retinoic acid receptor (RAR) transcription factors. There are three RAR isotypes, RARA, RARB, and RARG, which heterodimerize with retinoid X receptors (RXRA, RXRB, and RXRG) and bind to retinoic acid response elements to control transcriptional programs required for myeloid maturation. Upon ligand binding, these receptors exchange coregulators and activate genes necessary for differentiation. Acute promyelocytic leukemia (APL), driven by the PML-RARA fusion, can be effectively targeted by all-trans retinoic acid (ATRA), whereas other AML subtypes, despite expressing functional RARA, are generally resistant to ATRA-induced differentiation [1].

While RARA is required for the induction of granulocytic differentiation, RARG plays a central role in maintaining the self-renewal of hematopoietic stem cells (HSCs) [2]. To prevent activation of RARG by ATRA, specific RARA-agonists, such as Am80 (SY-1425, tamibarotene) have been developed.

McKeown and colleagues (2017, Cancer Discovery) reported Am80 to be specifically active in a subset of RARA-overexpressing AML that carry a particularly strong superenhancer (SE) at the RARA gene locus. In contrast to ATRA, Am80 was found to be 1- to 21-fold more potent in reducing the growth of AML cell lines and cells of a Patient-Derived Xenograft (PDX) model with high RARA expression. In their setting, Am80 induced myeloid differentiation in RARA-high, but not RARA-low, cell lines and ex vivo treated primary samples [3]. In a recent clinical trial, AML patients with high levels of RARA responded better to treatment with Am80 in combination with azacytidine [4]. Am80 has already been approved for the treatment of APL in conjunction with arsenic trioxide (ATO) in Japan and has been granted a fast-track designation for high-risk myelodysplastic syndrome by the FDA in 2023 [5].

Besides receptor expression, epigenetic mechanisms also contribute to retinoid resistance in non-APL AML. In particular, LSD1 (KDM1A) and GCN5 (KAT2A) have been implicated in maintenance of the differentiation block, and inhibition of these factors has been shown to enhance ATRA responsiveness [6, 7]. These observations suggest that limited execution of retinoid-driven transcriptional programs may constrain differentiation even when RARA is expressed.

In this study, we investigated whether the RARA-selective agonist Am80 can overcome the differentiation block in non-APL AML compared with the pan-RAR agonist ATRA. We examined the effects of both retinoids in 6 AML cell lines and 67 primary AML samples, with particular attention to subsets with high RARA and/or RARG expression. In addition, we tested whether inhibition of LSD1 and GCN5 enhances responses to ATRA and Am80, and whether these effects are associated with receptor expression state.

## Methods

### Cell lines, primary cells, and cell culture

Six AML cell lines (Kasumi-1, HL-60, OCI-AML2, THP-1, MV4-11, and OCI-AML3) were purchased from DSMZ, maintained under standard conditions, and treated for 3 days with 0.1 µM ATRA, 0.1 µM Am80, 0.1 µM GSK-LSD1, and 100 µM MB3. Primary AML samples from 67 patients (Supplementary Table 1) were isolated from peripheral blood mononuclear cells using StemSep columns (STEMCELL Technologies, Canada), cultured in Stemline II medium (Sigma, Hamburg, Germany), and treated for 3 days with 1 µM ATRA, 1 µM Am80, 0.1 µM GSK-LSD1, and 100 µM MB3. Use of primary human samples was approved by the respective institutional ethics committees (approval numbers 4753-04/16 and BB 199/20). All samples were obtained with informed consent and used in accordance with the Declaration of Helsinki.

### Cell analyses

Surface marker expression was assessed by flow cytometry using a BD LSRFortessa™. Cells were pre-blocked with Human TruStain FcX to prevent non-specific Fc-receptor binding and stained with anti-CD11b-FITC (BioLegend, #301330) and anti-CD117-BV711 (BioLegend, #313230). Data were analyzed using FlowJo software. For cell viability assays, cells were seeded at a density of 10,000 cells/ml, treated with the indicated drug concentrations, and cell viability was measured using the CellTiter-Glo^®^ luminescent cell viability assay (Promega) according to the manufacturer’s protocol.

### RNA-seq and bioinformatic analysis

For RNA-seq, 67 untreated primary AML samples collected before treatment and OCI-AML3 cells treated for 3 h with the indicated compounds were analyzed. Total RNA was isolated using the ZR RNA MiniPrep Kit (Zymo Research), libraries were prepared using the Illumina TruSeq Stranded mRNA Sample Preparation Kit, library quality was assessed with an Agilent 2100 BioAnalyzer, and sequencing was performed on an Illumina HiSeq2500 in 51-cycle single-end high-output mode.

Raw reads were analyzed using Galaxy (usegalaxy.org), and raw count data were subjected to differential expression analysis with DESeq2 using default settings. Unsupervised hierarchical clustering, PCA, and Pearson correlation analyses were performed using Degust (degust.erc.monash.edu) and Graphpad Prism 10. GO Biological Process enrichment analysis was performed using g: Profiler.

### Publicly available gene expression datasets

Gene expression data for 44 AML cell lines were obtained from the DepMap database [8]. TPM values for protein-coding genes were inferred from RNA-seq data using RSEM and are reported as log2(TPM + 1). Gene expression data for 672 primary AML samples were obtained from cBioPortal [9]. RNA-seq expression values were provided by the source dataset as log2-transformed, CQN-normalized RPKM values.

### Statistics

Data were analyzed using one-way analysis of variance (ANOVA) followed by Tukey’s post hoc test, unless otherwise noted. Statistical significance was set at *P* < 0.05. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Statistical analyses were performed using the GraphPad Prism software (version 9; GraphPad Software Inc.).

## Results

For this study, we analyzed six AML cell lines and 67 primary AML samples. To demonstrate the representativeness of this cohort, we compared their global gene expression profiles with publicly available datasets comprising 44 myeloid cell lines and 672 primary AML samples [10, 11]. Consistently, RARA was the most abundant retinoic acid receptor, with an expression level approximately fivefold higher than that of RARG. A significant correlation was observed between RARA and RARG expression, and both were co-expressed with RXRA. Because LSD1 and GCN5 have previously been implicated in resistance to retinoid-induced differentiation [6, 7], we also examined their expression in the reference datasets and in relation to retinoid response, as rationale for the subsequent combination experiments (Fig. 1a, Suppl. Figure 1a and Suppl. Figure 2a).

**Fig. 1:**
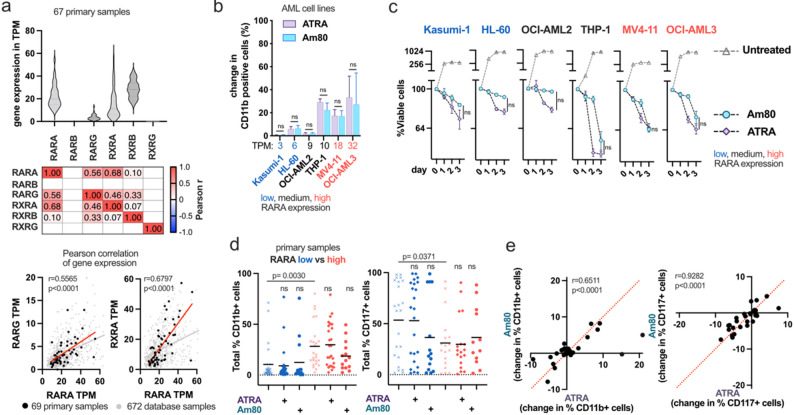
Specific activation of RARA by Am80 (tamibarotene) does not induce greater differentiation than the pan-RAR agonist ATRA in AML. **a** Upper panel: Expression of RAR and RXR family members (TPM) in our cohort of 67 primary AML samples. Middle panel: Pearson correlation matrix of RAR and RXR gene expression. Lower panel: Pearson correlations of RARA versus RARG and RARA versus RXRA in our cohort (black) and in the published AML dataset from Tyner et al. (2018) (grey). **b** Flow cytometric analysis of CD11b expression in six AML cell lines grouped according to baseline RARA expression as RARA-low, -medium, or -high (Kasumi-1, 2.9 TPM; HL-60, 5.86 TPM; OCI-AML2, 9.19 TPM; THP-1, 10.43 TPM; MV4-11, 18.34 TPM; OCI-AML3, 32.45 TPM) after 3 days of treatment with ATRA (0.1 µM) or Am80 (0.1 µM). **c** Cell viability of the six AML cell lines after 3 days of treatment, measured by CellTiter-Glo. **d** Flow cytometric analysis of CD11b and CD117 expression in 50 primary AML samples after 3 days of treatment with ATRA (1 µM) or Am80 (1 µM). Samples with RARA TPM < 15 are shown in blue (RARA low), and samples with RARA TPM > 22 are shown in red (RARA high). **e** Pearson correlation of treatment-induced changes in CD11b and CD117 expression in primary AML samples treated with ATRA or Am80

To evaluate prior reports suggesting that AML with elevated RARA expression are particularly responsive to selective RARA activation [3, 12], we treated six AML cell lines exhibiting varying RARA levels with either ATRA or Am80 for three days. Notably, we observed no differential effects between the two retinoids, but higher RARA expression correlated with greater induction of the myeloid differentiation marker CD11b and overall retinoid sensitivity (Fig. 1b, c). Supporting, data from 44 myeloid cell lines (depmap.org) indicated increased sensitivity to RAR agonists in cells with higher RARA expression (Suppl. Figure 1b-d). The weak expression of RARG in cell lines did not correlate with treatment response, possibly explaining the lack of efficacy difference between the RARA-specific agonist Am80 and the pan-RAR agonist ATRA.

Primary AML specimens are characterized by higher RARG levels and are known to demonstrate significantly greater resistance to differentiation induction by ATRA, compared to cell lines. Although previous studies suggested that AML is particularly sensitive to specific RARA activation by Am80 [3, 12], our findings demonstrate that Am80 has no greater effect in primary AML, as indicated by upregulation of the myeloid differentiation marker CD11b and downregulation of the immature hematopoietic/progenitor cell marker CD117 in our cohort (Fig. 1d, e and Suppl. Figure 2e). RARA-high samples exhibited elevated baseline CD11b and reduced CD117 expression; however, this did not translate into an increased differentiation response. Consistently, Spearman correlation analysis showed no significant association between baseline CD11b/CD117 expression and treatment-induced changes in these markers in primary AML samples (Fig. 1d and Suppl. Figure 2c). Responses to ATRA and Am80 were highly correlated across treated samples (Fig. 1e).

Since cell lines with high RARA expression levels exhibited greater sensitivity to retinoids, we hypothesized that a similar effect might be observed in primary AML upon alleviation of the epigenetic differentiation block. As previously shown by us and others, inhibition of the lysine demethylase LSD1 (KDM1A) and the histone acetyltransferase GCN5 (KAT2A) enhances ATRA-induced differentiation [6, 7]. To test this hypothesis, we again compared Am80 and ATRA in combination with LSD1 and GCN5 inhibitors. In AML cell lines, both compounds induced comparable levels of myeloid differentiation, as assessed by CD11b expression (Fig. 2a). Dual inhibition of LSD1 and GCN5 effectively relieved the differentiation block in all tested cell lines, leading to robust myeloid differentiation following retinoid treatment, irrespective of RARA expression levels. Responses to ATRA and Am80 were highly comparable; however, viability assays revealed that in some cell lines, ATRA exerted even stronger effects than Am80 (Fig. 2b).

**Fig. 2:**
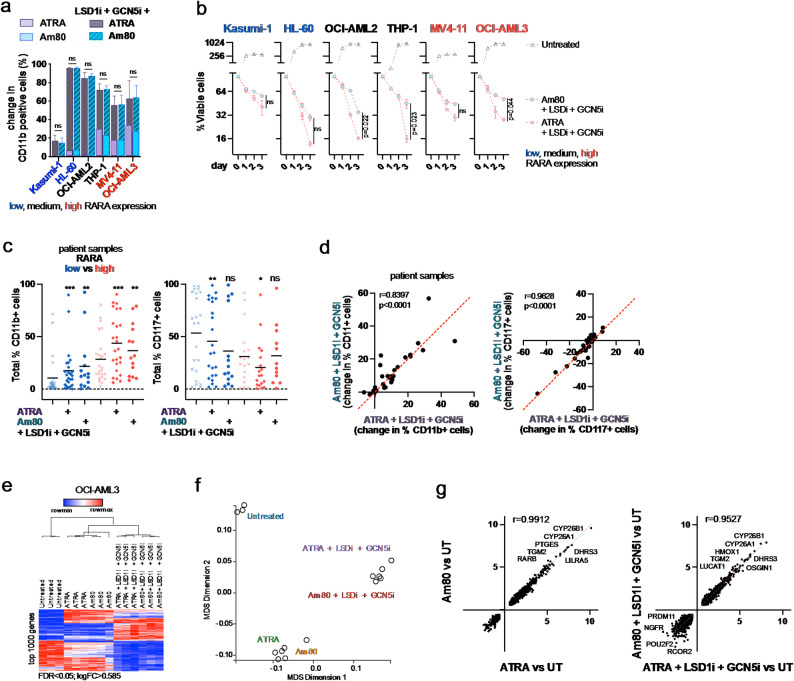
Inhibition of LSD1 and GCN5 enables highly similar responses to Am80 and ATRA, especially in RARA-high AML. **a** Flow cytometric analysis of surface expression of the myeloid differentiation marker CD11b in six AML cell lines categorized as RARA-low, -medium, or -high based on baseline RARA mRNA expression levels (TPM), ranked across the six cell lines (low: Kasumi-1, 2.9 TPM; HL-60, 5.86 TPM; medium: OCI-AML2, 9.19 TPM; THP-1, 10.43 TPM; high: MV4-11, 18.34 TPM; OCI-AML3, 32.45 TPM) after 3 days of treatment with ATRA (0.1µM), Am80 (0.1µM), LSD1 inhibitor (LSD1i) GSK-LSD1 (0.1µM) and the GCN5 inhibitor (GCN5i) MB3 (100µM). Non-dashed columns show response to ATRA or Am80 alone, as shown in Fig. 1b. **b** Growth of the six AML cell lines after treatment was measured for 3 days using the CellTiter-Glo^®^ luminescent cell viability assay (Promega). **c** Flow cytometric analysis of CD11b and CD117 expression in 50 primary AML samples grouped as RARA-high (> 22 TPM) or RARA-low (< 15 TPM), after 3 days of treatment with ATRA (1 µM) or Am80 (1 µM) in combination with GSK-LSD1 (0.1 µM) and MB3 (100 µM), compared with untreated cells. **d** Pearson correlation of the change in surface marker expression following treatments. **e** Heatmap of unsupervised hierarchical clustering of genes in OCI-AML3 cells differentially expressed in response to treatment with combinations with ATRA (0.1µM), Am80 (0.1µM), LSD1 inhibitor (LSD1i) GSK-LSD1 (0.1µM) and the GCN5 inhibitor (GCN5i) MB3 (100µM). A red-blue color scale was used to reflect standardized gene expression, with red indicating higher expression and blue indicating lower expression. **f** Principal Component Analysis of global gene expression in OCI-AML3 following treatment with ATRA (0.1µM), Am80 (0.1µM), LSD1 inhibitor (LSD1i) GSK-LSD1 (0.1µM) and the GCN5 inhibitor (GCN5i) MB3 (100µM). **g** Pearson correlation of changes in the expression of genes following treatments

In primary samples, more than half of the specimens showed a significant response to ATRA when combined with epigenetic inhibition, characterized by an increase in CD11b expression and/or a decrease in CD117. Despite some samples having higher RARG levels, response to RARA-specific activation by Am80 yielded again, extremely similar results. (Fig. 2c, d and Suppl. Figure 2d). Notably, after cotreatment with LSD1 and GCN5 inhibitors, a stronger general retinoid response was observed in RARA-high primary AML samples (Fig. 2c and Suppl. Figure 2d, right panel).

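OCI-AML3, an established AML cell line of the RARA-high group, was profiled by RNA-seq after 3 h with ATRA (0.1 µM) or Am80 (0.1 µM), alone or together with the LSD1 inhibitor GSK-LSD1 (0.1 µM) and the GCN5 inhibitor MB3 (100 µM). The deposited data held 16 libraries, 4 from untreated cells and 3 from each of the 4 treatments, and none from cells given the inhibitors without a retinoid. Fig. 2e and f show 3 untreated libraries, and the paper does not say which of the 4 was left out. The authors processed the reads on Galaxy and deposited DESeq2-normalized counts, in which the reads of each library are divided by a size factor. In every library, 100% of the values were whole reads divided by such a factor, and size factors computed again from the recovered reads differed from the deposited ones by at most 0.000435%. Between 11963898 and 33789718 reads per library were counted on 62700 genes, a 2.82-fold range, and 24677 genes had no read in any library. The median was 14652540 reads in untreated cells, 19172560 with ATRA, 24149972 with Am80, 17375513 with ATRA and both inhibitors, and 14706886 with Am80 and both inhibitors. Am80 replicate 2 was the deepest library. The library labels name other kits for RNA isolation and library preparation than the methods of the paper do, and the genome build, the annotation release and the strand setting of the read counting are not stated in the paper's text or in the labels. Reads on overlapping genes of opposite strands, or on paralogs, could therefore have been counted for either gene. Variation between replicates was larger than counting noise in all 18 pairs of replicates, with a chi-square per degree of freedom between 2.75 and 25.9. Differential expression was tested with limma on log2(normalized count + 1) for the 14643 genes with a mean of at least 10 normalized counts, in one fit of all 16 libraries with Benjamini-Hochberg adjustment. Genes with an adjusted p-value under 0.05 (limma) and a log2 fold change past the limit printed in Fig. 2e, in either direction, were taken as differentially expressed. No covariate was used, since neither the labels nor the paper give a batch or a date.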

To precisely evaluate transcriptional differences induced by pan-RAR activation by ATRA versus RARA-specific activation by Am80, we performed genome-wide RNA-seq in RARA- and RARG-expressing OCI-AML3 cells 3 h after treatment. 

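Against untreated cells, 1384 genes were differentially expressed with ATRA (954 higher, 430 lower) and 1490 with Am80 (939 higher, 551 lower). With both inhibitors added, 4255 genes differed from untreated cells for ATRA (2083 higher, 2172 lower) and 3814 for Am80 (1896 higher, 1918 lower). Relative to the retinoid alone, the inhibitors changed 2861 genes beside ATRA (1193 higher, 1668 lower) and 2300 genes beside Am80 (997 higher, 1303 lower). With a trend on the GC content of the transcripts removed from each library, the inhibitors changed 1905 genes beside ATRA and 2223 beside Am80. Against untreated cells, the combinations then changed 3373 genes with ATRA and 3532 with Am80. Which retinoid had more genes thus depended on this choice, made after the data were seen. Scaled to total reads, the inhibitors' share of higher genes fell from 41.7% to 20.9% beside ATRA and from 43.3% to 26.4% beside Am80. The limits moved the counts most. Without a limit on the fold change, 3609 genes for ATRA alone and 4211 for Am80 alone had an adjusted p-value under 0.05 (limma), and with an adjusted p-value under 0.01 and an absolute log2 fold change above 1 the combinations changed 1573 genes with ATRA and 1485 with Am80 against untreated cells. Of the 1773 genes differentially expressed with either retinoid alone, 1101 were shared, which was 79.6% of the ATRA genes and 73.9% of the Am80 genes. With the inhibitors, 3124 of 4945 genes were shared against untreated cells (73.4% and 81.9%), and 1603 of 3558 genes against the retinoid alone (56.0% and 69.7%). In each of these 3 comparisons, 0 of the shared genes changed in opposite directions. Across the shared genes, Pearson's r of the log2 fold changes with ATRA and with Am80 was 0.991 for the retinoids alone, 0.985 for the combinations against untreated cells and 0.972 for the combinations against the retinoids alone. These 3 correlations are across genes, and genes are not independent replicates. Over the 9 pairings of 1 library of each retinoid, r had an SD of 0.00484, 0.00468 and 0.00794. The choice of genes moved r most, to 0.912, 0.940 and 0.815 over all 14643 genes. Because both retinoids were compared with the same untreated libraries, r lies above 0 even without any change: in 20 simulations of unchanged groups, r over all genes was on average 0.431 and 0.432 for the comparisons with untreated cells and -0.0012 for the comparison with the retinoids alone. With separate untreated libraries for ATRA and Am80, r over all genes was 0.799 for the retinoids alone and 0.873 for the combinations.

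**Figure D1:**
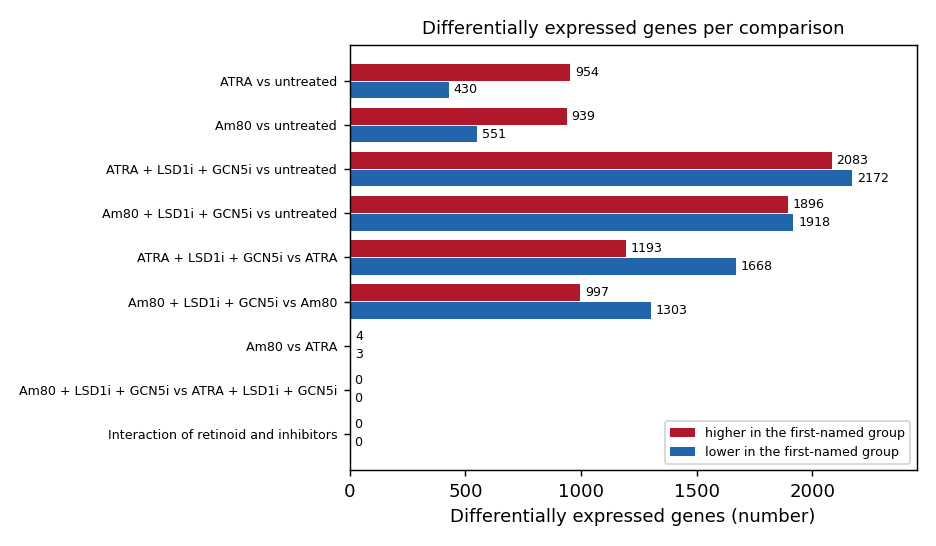
Number of genes higher (red) and lower (blue) in the first-named group, for each of the 9 comparisons of OCI-AML3 libraries. The combinations against untreated cells had the most differentially expressed genes (4255 and 3814), and the direct comparisons of Am80 with ATRA (7 and 0) and the interaction (0) the fewest.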

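Over the 1000 genes with the largest variance, hierarchical clustering on Euclidean distances of log2(normalized count + 1) into 3 clusters gave the 4 untreated libraries, the 6 libraries with a retinoid alone and the 6 with a combination. The nearest library was of the same class (untreated, retinoid or combination) for 16 of 16 libraries, and of the same group for 13 of 16. The first principal component held 59.0% of the variance, the second 23.8% and the third 3.22%. The mean distance between ATRA and Am80 libraries was 19.0 ± 5.44 (SD over 9 pairs), against 13.6 ± 0.170 within ATRA and 22.0 ± 6.98 within Am80 (SD over 3 pairs each). Between the combinations it was 20.0 ± 1.23, against 17.5 ± 0.197 within ATRA with inhibitors and 19.8 ± 1.21 within Am80 with inhibitors. The ratio of the distance between the retinoids to that within their groups was 1.07 for the retinoids alone and 1.07 for the combinations. Of the 10 splits of 6 libraries into groups of 3, only the real one gave a ratio as large in either case (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Without 1 library, the ratio lay between 0.936 and 1.29 for the retinoids alone, and between 1.01 and 1.13 for the combinations. Untreated libraries lay 56.3 from ATRA, 56.8 from Am80, 63.4 from ATRA with inhibitors and 65.1 from Am80 with inhibitors, and 24.0 from each other. Am80 replicate 2 was 26.0 from the other Am80 libraries on average, compared with 19.7 for replicate 1 and 20.2 for replicate 3. With 5 clusters, untreated replicate 4 and Am80 replicate 2 each stood alone, and ATRA was separated from Am80 neither alone nor with the inhibitors.

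**Figure D2:**
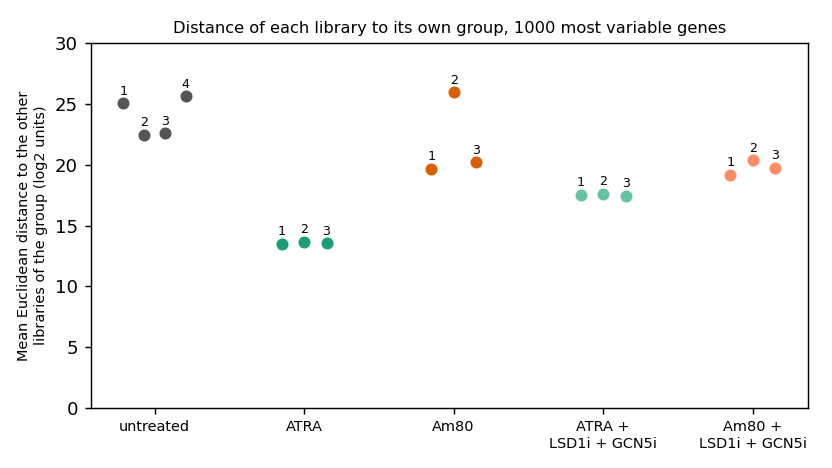
Mean Euclidean distance of each library to the other libraries of its group, over the 1000 most variable genes, with points numbered by replicate. The distances lie between 13.5 and 26.0, with the widest spread in the Am80 group.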

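Compared directly, 7 of the 14643 genes were differentially expressed between Am80 and ATRA, with adjusted p-values from 0.0470 to 0.0478 (limma). An unadjusted p-value under 0.05 was found for 2042 genes, where 732 are expected if no gene differs. ANAPC10 (log2 fold change 0.72), PFDN4 (0.62), CENPQ (0.59) and EVI2A (0.59) were higher with Am80, and PP7080 (-1.76), a transcript annotated as overlapping another gene so that the origin of its reads is uncertain, was lower. GPC2 (-0.82) and TEX14BP (-1.07), named after their values were seen, were lower as well. Single libraries decided this count: it was 0 without Am80 replicate 1 or 2 or without ATRA replicate 1 or 2, and also 0 without some libraries outside the comparison (any replicate of ATRA with inhibitors, replicate 1 or 2 of Am80 with inhibitors, or untreated replicate 1), which enter only through the variance. It was 3 without untreated replicate 2 or without replicate 3 of Am80 with inhibitors, 28 without ATRA replicate 3, 37 without untreated replicate 4 and 88 without Am80 replicate 3. With a trend on the GC content of the transcripts removed from each library, an alternative chosen after the data were seen, the count was 0 and 2046 genes had an unadjusted p-value under 0.05. Between the combinations, 0 genes were differentially expressed (smallest adjusted p-value 0.117 from limma), and 2656 had an unadjusted p-value under 0.05. This count was 86 without untreated replicate 4, 38 without Am80 replicate 2, 6 without replicate 2 of ATRA with inhibitors, 1 without replicate 1 or 3 of ATRA with inhibitors or replicate 3 of Am80 with inhibitors, and 0 without each other library. It was 127 in a fit of only the groups compared, 84 with a replicate block, 13 with DESeq2 and 0 with the other alternatives. The interaction of retinoid and inhibitors, which tests whether the inhibitors act differently beside Am80 than beside ATRA, gave 0 genes (smallest adjusted p-value 0.226 from limma) and 2211 with an unadjusted p-value under 0.05. Without Am80 replicate 3, 26 genes passed. Other splits of the libraries gave up to 3543 genes with an unadjusted p-value under 0.05 in the interaction, and up to 1075 between the combinations. An excess over 732 is therefore no count of genes that differ. Among the genes differentially expressed with either retinoid alone, the 95% confidence interval of the Am80 minus ATRA difference lay wholly inside the fold limit of Fig. 2e, in both directions, for 1017 of 1773 genes (57.4%, Wilson interval 55.0% to 59.6%) and wholly outside for 4. With the inhibitors, it lay inside for 2927 of 4945 genes (59.2%, Wilson interval 57.8% to 60.6%) and outside for 9. Genes are not independent replicates, so these Wilson intervals are too narrow. In fits that left out a library, 15 shares lay outside them and 17 inside. In simulated libraries in which both retinoids changed the same 200 genes alike, the share inside was 70.3%. The simulated genes were far fewer and were not picked as the real ones were, so this value is no benchmark for the real shares. The limit moved the real shares most, to 86.8% and 87.2% with a limit of 1 on the log2 scale.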

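Among the genes labelled in Fig. 2g, CYP26B1 (ENSG00000003137.9, chromosome 2, 72129238 to 72148038 in the GENCODE annotation of GRCh38) had no read in untreated cells except for 1 read in replicate 4. It rose to 572 ± 41.1 normalized counts with ATRA (SD, n = 3), at least 163-fold higher, and to 389 ± 56.8 with Am80 (SD, n = 3), at least 111-fold higher. CYP26A1 was at least 33.5-fold and 27.6-fold higher with ATRA and Am80, and PTGES at least 36.1-fold and 34.8-fold higher, since untreated cells had at most 3 reads of either gene. TGM2 rose by 7.01 on the log2 scale with ATRA (standard error 0.08, adjusted p = 5.83e-23 from limma) and by 6.84 with Am80 (adjusted p = 9.45e-23 from limma). The log2 fold changes of ATRA and Am80 were 6.41 and 6.46 for DHRS3, 4.43 and 4.68 for RARB, and 4.28 and 4.43 for LILRA5. Adding the inhibitors lowered CYP26B1 by log2 fold changes of -2.05 and -1.68 and TGM2 by -0.79 and -0.60, and raised LILRA5 by 1.31 beside ATRA and 1.41 beside Am80. HMOX1 (ENSG00000100292.18, chromosome 22, 35380361 to 35394214) had 174 ± 18.3 normalized counts with ATRA and 5527 ± 1652 with ATRA and inhibitors (SD, n = 3 each). Its log2 fold change on adding the inhibitors was 4.94 beside ATRA (standard error 0.18, adjusted p = 4.25e-14 from limma) and 5.64 beside Am80 (adjusted p = 6.36e-15 from limma). OSGIN1 rose from 17.9 ± 1.98 to 497 ± 98.9 normalized counts beside ATRA and from 22.8 ± 6.09 to 764 ± 92.6 beside Am80 (SD, n = 3 each), and LUCAT1 rose by 3.24 and 4.26 on the log2 scale. LUCAT1 is annotated as antisense, so its reads are of uncertain origin, and untreated cells had only 2 to 7 of them. These 3 genes had the largest mean rise, and POU2F2, PAQR7 and WNT10B the largest mean fall, among genes with at least 50 normalized counts in the higher group that changed in every library and in both comparisons. PAQR7 had log2 fold changes of -2.42 beside both ATRA and Am80, and WNT10B of -2.02 and -2.23. Of the 19 genes the paper names, 18 had enough reads. The median log2 fold change of the 18 was 1.14 with ATRA and 1.00 with Am80 against untreated cells, where 3 genes were at the floor and 10 genes were higher in each case. It was -0.42 and -0.47 on adding the inhibitors, with 5 genes higher beside each retinoid, 8 lower beside ATRA and 7 lower beside Am80. Counts adjusted over the list alone were 12 and 10 higher against untreated cells. They are not independent evidence, since the paper reports these genes from the same libraries.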

ATRA and Am80 induced highly similar transcriptional responses, both alone and in combination with LSD1 and GCN5 inhibitors, as shown by correlation analyses at the single-gene and pathway levels (Fig. 2e-g and Suppl. Figure 3a-c). Both retinoids induced myeloid differentiation genes, and GO term analysis of the top regulated genes supported activation of differentiation-associated biological processes together with suppression of stem/progenitor maintenance programs in the combination setting (Suppl. Figure 3c). 

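A list of 36 myeloid differentiation genes, of which 34 had enough reads, had a median log2 fold change of 0.10 with ATRA and 0.24 with Am80 against untreated cells (camera of limma, Benjamini-Hochberg adjusted p = 0.0124 and 0.00535 over 8 list tests). With ATRA, 9 of the 34 genes were higher and 4 lower (10 and 4 when adjusted over the list alone), and with Am80, 11 were higher and 3 lower (11 and 3 when adjusted over the list alone). FGR rose most, by 5.03 and 5.00 on the log2 scale, and KLF4 fell most, with -1.32 and -1.26. Fry, which presets no correlation, passed both as well (adjusted p = 1.34e-07 and 7.25e-08 from limma). Fry asks whether genes of the list change, and camera whether they change more than other genes, so fry cannot back camera's call. For the combinations against untreated cells, unadjusted p-values were 0.160 and 0.0737 from camera of limma, but 2.79e-08 and 1.86e-08 from fry of limma. Without the genes the paper prints, the median was 0.019 with ATRA (adjusted p = 0.227 from camera of limma) and 0.17 with Am80 (adjusted p = 0.127 from camera of limma), where the alternatives ranged from 4.62e-11 to 0.227 and from 8.79e-13 to 0.127. The ATRA median was 0.22 without untreated replicate 4, 0.05 without untreated replicate 3 and 0.05 without ATRA replicate 3. On adding the inhibitors, the median was -0.08 beside ATRA (adjusted p = 0.911 from camera of limma) and 0.02 beside Am80 (adjusted p = 0.843 from camera of limma). There, 5 genes were higher and 4 lower beside ATRA, and 4 higher and 5 lower beside Am80, in counts over all genes and when adjusted over the list alone. LILRA5 rose most with both retinoids. ITGAM (ENSG00000169896.18), which encodes CD11b, had 49.7 ± 8.36 normalized counts in untreated cells (SD, n = 4), 72.2 ± 3.44 with ATRA, 81.1 ± 10.7 with Am80, 101 ± 3.88 with ATRA and inhibitors, and 102 ± 17.4 with Am80 and inhibitors (SD, n = 3 each). Its log2 fold change against untreated cells was 0.55 with ATRA (adjusted p = 0.0103 from limma, under the fold limit, and 0.0503 without ATRA replicate 1), 0.70 with Am80 (adjusted p = 0.00116 from limma) and 1.03 with each combination. On adding the inhibitors, ITGAM changed by 0.48 beside ATRA and 0.33 beside Am80, both under the fold limit. The change beside ATRA no longer passed without ATRA replicate 2 (adjusted p = 0.0545 from limma) or replicate 2 of ATRA with inhibitors (adjusted p = 0.0564 from limma). The change beside Am80 passed only with quantile normalization (0.45, adjusted p = 0.0307 from limma). KIT, which encodes CD117, had 0 to 4 reads in every library, so no change could be measured at this depth. A list of 28 stem and progenitor genes, of which 19 had enough reads, fell on adding the inhibitors, with a median of -0.29 beside ATRA (adjusted p = 0.000106 from camera of limma) and -0.59 beside Am80 (adjusted p = 1.27e-08 from camera of limma). Beside ATRA 0 genes were higher and 7 lower, the same counts as when adjusted over the list alone, and beside Am80 0 were higher and 9 lower (0 and 10 when adjusted over the list alone). The list holds 5 genes that the paper names for these libraries. Without them, both medians stayed negative and their adjusted p-values were 0.0131 and 6.21e-06 (camera of limma), the highest over the alternatives, whose lowest were 2.00e-08 and 5.83e-16. From the correlations of single genes and of pathways (Fig. 2e-g and Suppl. Figure 3a-c), the paper concludes that ATRA and Am80 act on transcription in much the same way, alone and beside the inhibitors.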

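POU2F2, RCOR2, PRDM11, HLA-G and NGFR were read in each library, with positions from the GENCODE annotation of GRCh38. POU2F2 (ENSG00000028277.22, chromosome 19, 42086110 to 42196585) had 241 ± 11.4 normalized counts with ATRA and 42.6 ± 13.4 with ATRA and inhibitors (SD, n = 3 each), a log2 fold change of -2.52 (standard error 0.20, adjusted p = 7.69e-09 from limma). With Am80 it had 213 ± 15.2, and with Am80 and inhibitors 21.0 ± 1.91 (SD, n = 3 each), a log2 fold change of -3.28 (adjusted p = 1.86e-10 from limma). In untreated cells it had 114 ± 23.5 normalized counts (SD, n = 4), lowest in replicate 4, so the retinoids alone raised it and the combinations lowered it (-1.42 and -2.36) against untreated cells. RCOR2 (ENSG00000167771.6, chromosome 11, 63911221 to 63916844) fell from 42.3 to 55.5 normalized counts with ATRA to 7.08 ± 2.45 with ATRA and inhibitors, and from 49.8 ± 11.1 with Am80 to 8.98 ± 3.14 with Am80 and inhibitors (SD, n = 3 each). Its log2 fold changes were -2.67 (standard error 0.29, adjusted p = 4.28e-07 from limma) and -2.38 (adjusted p = 2.01e-06 from limma), and untreated cells had 35.2 ± 8.60 normalized counts (SD, n = 4). PRDM11 (ENSG00000019485.14, chromosome 11, 45095806 to 45235110) had a mean of 9.49 normalized counts and was tested in a fit without the filter. It fell from 13.2 ± 3.76 to 3.06 ± 2.48 beside ATRA (SD, n = 3 each), a log2 fold change of -1.95 (standard error 0.48, adjusted p = 0.00482 from limma), which did not pass in a fit of only the groups compared. Beside Am80 it fell from 13.9 ± 4.30 to 5.50 ± 2.39 (SD, n = 3 each), a log2 fold change of -1.22 that did not pass (adjusted p = 0.108 from limma) except with edgeR on reads. HLA-G (ENSG00000204632.13, chromosome 6, 29826967 to 29831125) shares sequence with its HLA paralogs, so the origin of its reads is uncertain. It fell from 22.1 ± 7.38 to 4.61 ± 1.67 beside ATRA (SD, n = 3 each), a log2 fold change of -2.02 (standard error 0.52, adjusted p = 0.00317 from limma). Beside Am80 it fell from 18.5 ± 5.86 to 8.55 ± 7.17 (SD, n = 3 each), a log2 fold change of -1.27 that did not pass (adjusted p = 0.0583 from limma). Without replicate 2 of Am80 with inhibitors its log2 fold change beside Am80 was -1.85 and passed, without Am80 replicate 2 it was -1.54 and passed, and without replicate 3 of Am80 with inhibitors it was -0.71. In the interaction of retinoid and inhibitors, none of the 5 genes had a different change beside Am80 than beside ATRA at an adjusted p-value under 0.05 (limma). NGFR (ENSG00000064300.9, chromosome 17, 49495293 to 49515017) fell from 1322 ± 68.0 to 315 ± 60.3 beside ATRA and from 1228 ± 225 to 326 ± 16.2 beside Am80 (SD, n = 3 each). Its log2 fold change was -2.08 beside ATRA (standard error 0.14, adjusted p = 5.12e-10 from limma), and its fall beside Am80 passed as well (adjusted p = 1.69e-09 from limma). Untreated cells had 191 ± 24.4 normalized counts of NGFR (SD, n = 4), so it was still higher with the combinations than in untreated cells, by 0.71 and 0.77 on the log2 scale. The 4 genes tested in the fit with the filter had a median log2 fold change of -2.14 beside Am80, with 3 of them lower, and all 4 were lower beside ATRA. The counts adjusted over the list alone (4 and 4) are not independent evidence, since the paper reports these genes from the same libraries.

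**Figure D3:**
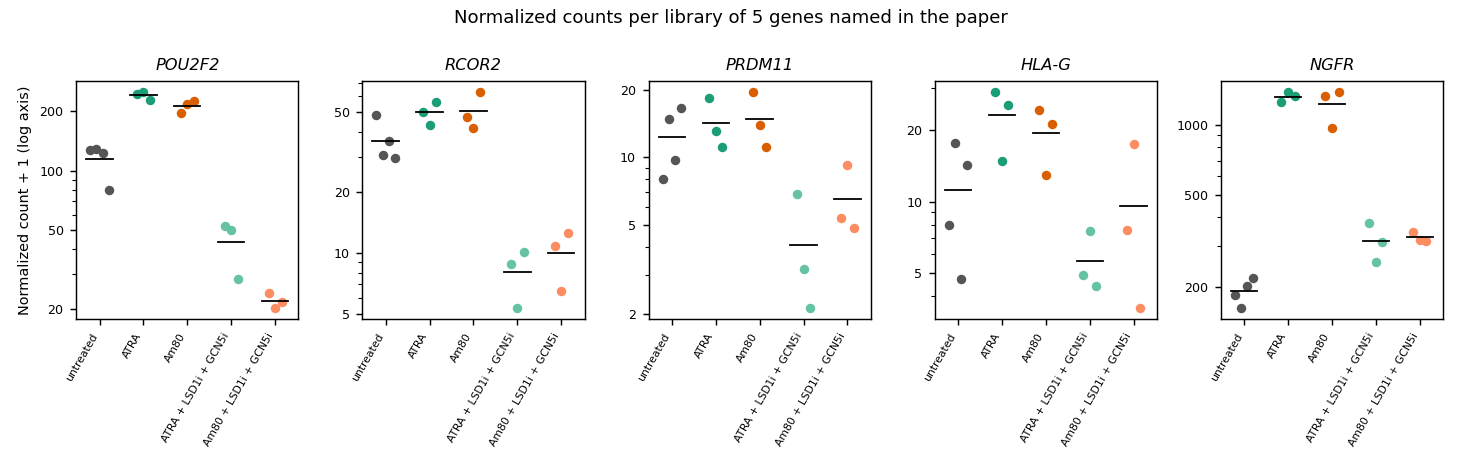
Normalized count + 1 (log axis) of POU2F2, RCOR2, PRDM11, HLA-G and NGFR in each of the 16 libraries, with a line at the mean of each group. NGFR had 315 and 326 normalized counts with the combinations, below the retinoids alone and above untreated cells (191).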

Consistently, addition of LSD1 and GCN5 inhibitors downregulated stem cell maintenance-associated genes, including POU2F2 (OCT2), RCOR2, PRDM11, HLA-G, and NGFR, in line with the pattern previously described in HL-60 cells [7] (Fig. 2g and Suppl. Figure 3a-c).

## Discussion

Our study demonstrates that the synthetic retinoid Am80, which selectively targets retinoic acid receptor alpha (RARA), induces molecular and phenotypic differentiation responses equivalent to those of the widely used pan-RAR agonist all-trans retinoic acid (ATRA). While increased RARA levels and retinoid activation by ATRA or Am80 alone are sufficient in cell line models, they appear insufficient to consistently induce robust myeloid differentiation across primary AML samples, contrary to previous reports suggesting an enhanced response of RARA-high AML to Am80 [3]. This lack of response is likely due to downstream blockade of RARA target gene activation by independent mechanisms, including epigenetic repression [6, 7]. Indeed, enabling myeloid differentiation through cotreatment with LSD1 and GCN5 inhibitors, as previously described [6, 7], effectively unblocked the differentiation response to both ATRA and Am80. Again, both compounds induced comparable increases in CD11b expression and decreases in CD117 levels, indicating that the coactivation of retinoic acid receptor gamma (RARG) by ATRA does not exert significant inhibitory effects. Consequently, given its enhanced properties, such as improved stability, Am80 may be considered a viable substitute for ATRA in clinical applications. Another finding was that baseline CD11b/CD117 expression, used here as an immunophenotypic surrogate of differentiation stage, did not significantly correlate with treatment response, suggesting that retinoid sensitivity is not simply determined by the apparent maturation stage of the leukemic blasts. The treatment of non-APL AML with ATRA in combination with LSD1 inhibitors has been clinically tested with some success, but the underlying molecular features remain elusive [13–15].

Here we find that primary AML samples with high RARA expression showed a stronger overall response in the combination setting with LSD1 and GCN5 inhibition, whereas RARA expression alone did not predict a greater differentiation response to single-agent ATRA or Am80.

It is therefore of primary importance to identify those patients who could benefit from such treatment in order to reduce toxicities and rationalize resources. Surrogate surface markers, such as CD120b and CD86, whose expression strongly correlates with high RARA and low LSD1 and GCN5 expression, could be potentially used to identify patients benefitting most from differentiation therapy (Suppl. Figure 2a, b). A better-defined target group of AML or high-risk MDS, together with the advantages of the combination of synthetic retinoids, next-generation LSD1, and the potential addition of GCN5 inhibitors, would likely result in significantly improved responses and potentially longer survival especially in elderly patients.

## Supplementary Information

Supplementary Material 1.

## Data Availability

Data discussed in this publication were deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE256476 (Reviewer Token: cvcxccuetfwfvkh) and GSE260773 (Reviewer Token: qviloykqnvcdncb).

## Abbreviations

AML: Acute Myeloid Leukemia
APL: Acute Promyelocytic Leukemia
ATRA: All–Trans Retinoic Acid
Am80: Tamibarotene (RARA–specific agonist)
RARA: Retinoic Acid Receptor Alpha
RARG: Retinoic Acid Receptor Gamma
LSD1 (KDM1A): Lysine–Specific Demethylase 1 A
GCN5 (KAT2A): Lysine Acetyltransferase 2 A

## References

[1] Schenk T, Stengel S, Zelent A. Unlocking the potential of retinoic acid in anticancer therapy. Br J Cancer. 2014;111(11):2039–45.25412233 10.1038/bjc.2014.412PMC4260020

[2] Conserva MR, Redavid I, Anelli L, Zagaria A, Specchia G, Albano F. RARG Gene Dysregulation in Acute Myeloid Leukemia. Front Mol Biosci. 2019;6:114.31709264 10.3389/fmolb.2019.00114PMC6822255

[3] McKeown MR, Corces MR, Eaton ML, Fiore C, Lee E, Lopez JT, et al. Superenhancer Analysis Defines Novel Epigenomic Subtypes of Non-APL AML, Including an RARalpha Dependency Targetable by SY-1425, a Potent and Selective RARalpha Agonist. Cancer Discov. 2017;7(10):1136–53.28729405 10.1158/2159-8290.CD-17-0399PMC5962349

[4] de Botton S, Cluzeau T, Vigil C, Cook RJ, Rousselot P, Rizzieri DA, et al. Targeting RARA overexpression with tamibarotene, a potent and selective RARalpha agonist, is a novel approach in AML. Blood Adv. 2023;7(9):1858–70.36477975 10.1182/bloodadvances.2022008806PMC10165187

[5] Tamibarotene Plus Venetoclax/Azacitidine. in Participants With Newly Diagnosed AML. https://clinicaltrialsgov/study/NCT04905407.

[6] Schenk T, Chen WC, Gollner S, Howell L, Jin L, Hebestreit K, et al. Inhibition of the LSD1 (KDM1A) demethylase reactivates the all-trans-retinoic acid differentiation pathway in acute myeloid leukemia. Nat Med. 2012;18(4):605–11.22406747 10.1038/nm.2661PMC3539284

[7] Kahl M, Brioli A, Bens M, Perner F, Kresinsky A, Schnetzke U, et al. The acetyltransferase GCN5 maintains ATRA-resistance in non-APL AML. Leukemia. 2019;33(11):2628–39.31576004 10.1038/s41375-019-0581-y

[8] Tsherniak A, Vazquez F, Montgomery PG, Weir BA, Kryukov G, Cowley GS, et al. Defining Cancer Dependency Map Cell. 2017;170(3):564–76. e16.28753430 10.1016/j.cell.2017.06.010PMC5667678

[9] Tyner JW, Tognon CE, Bottomly D, Wilmot B, Kurtz SE, Savage SL, et al. Functional genomic landscape of acute myeloid leukaemia. Nature. 2018;562(7728):526–31.30333627 10.1038/s41586-018-0623-zPMC6280667

[10] Ghandi M, Huang FW, Jané-Valbuena J, Kryukov GV, Lo CC, Mcdonald ER, et al. Next-generation characterization of the Cancer Cell Line Encyclopedia. Nature. 2019;569(7757):503–8.31068700 10.1038/s41586-019-1186-3PMC6697103

[11] Bottomly D, Long N, Schultz AR, Kurtz SE, Tognon CE, Johnson K, et al. Integrative analysis of drug response and clinical outcome in acute myeloid leukemia. Cancer Cell. 2022;40(8):850–64. e9.35868306 10.1016/j.ccell.2022.07.002PMC9378589

[12] McKeown MR, Johannessen L, Lee E, Fiore C, di Tomaso E. Antitumor synergy with SY-1425, a selective RARalpha agonist, and hypomethylating agents in retinoic acid receptor pathway activated models of acute myeloid leukemia. Haematologica. 2019;104(4):e138–42.30337363 10.3324/haematol.2018.192807PMC6442965

[13] Lübbert M, Schmoor C, Berg T, Kruszewski M, Schittenhelm MM, Götze K, et al. Phase I Study of the LSD1 Inhibitor Tranylcypromine (TCP) in Combination with All-Trans Retinoic Acid (ATRA) and Low-Dose Cytarabine (LDAC) in Elderly, Medically Non-Fit Patients with AML or High-Risk MDS (TRANSATRA trial). Blood. 2022;140(Supplement 1):9087–8.

[14] Tayari MM, Santos HGD, Kwon D, Bradley TJ, Thomassen A, Chen C, et al. Clinical Responsiveness to All-trans Retinoic Acid Is Potentiated by LSD1 Inhibition and Associated with a Quiescent Transcriptome in Myeloid Malignancies. Clin Cancer Res. 2021;27(7):1893–903.33495312 10.1158/1078-0432.CCR-20-4054PMC8026558

[15] Wass M, Gollner S, Besenbeck B, Schlenk RF, Mundmann P, Gothert JR, et al. A proof of concept phase I/II pilot trial of LSD1 inhibition by tranylcypromine combined with ATRA in refractory/relapsed AML patients not eligible for intensive therapy. Leukemia. 2021;35(3):701–11.32561840 10.1038/s41375-020-0892-zPMC7303943

# Supplementary material for: Am80 (tamibarotene) and ATRA induce highly similar molecular responses and myeloid differentiation in non-APL AML, enhanced by LSD1/GCN5 inhibition and increased RARA expression
**Source:** BMC Cancer. 2026 Jun 27;26:777. doi: 10.1186/s12885-026-16388-2
**Supplement:** Supplementary file 1 — Supplementary Material 1.

**Am80 (tamibarotene) and ATRA induce highly similar molecular responses and myeloid differentiation in non-APL AML, enhanced by LSD1/GCN5 inhibition and increased RARA expression**

**Supplementary Figures**

- Supplementary Figure 1
- Supplementary Figure 2
- Supplementary Figure 3

**Supplementary Tables**

- Supplementary Table 1: *Patient Characteristics*

## Supplementary Figures

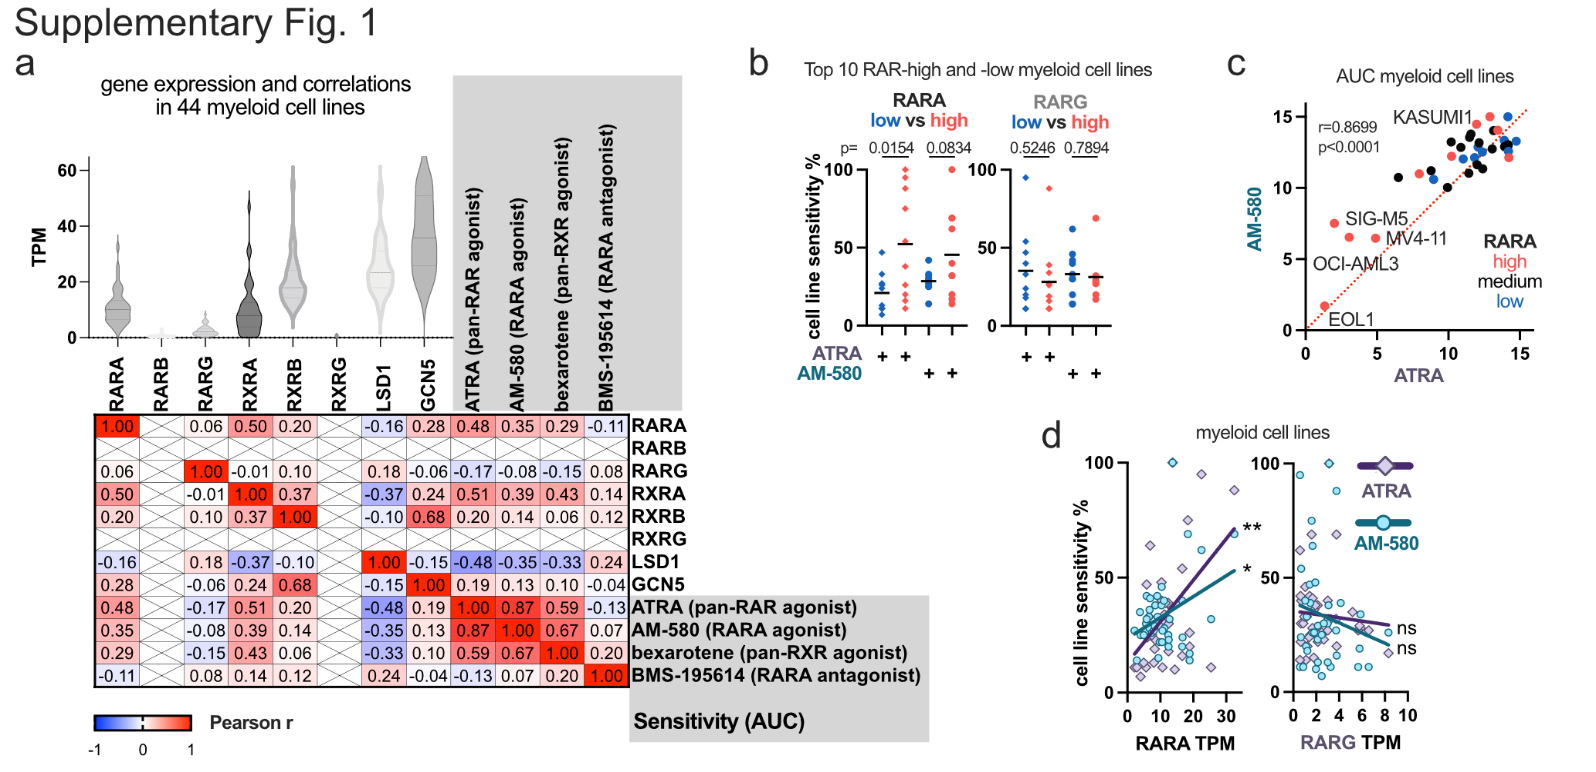

**a** Upper panel: Gene expression levels (TPM) of RAR and RXR family members, as well as LSD1 and GCN5, in 44 myeloid cell lines. Lower panel: Pearson correlation matrix comparing gene expression and drug-sensitivity parameters. Because Am80 was not available in the DepMap dataset, the structurally and functionally related RARA-selective agonist AM-580 was used as a surrogate. In addition, the matrix includes sensitivity data for ATRA, the pan-RXR agonist bexarotene, and the RARA antagonist BMS-195614, based on area-under-the-curve (AUC) values. **b** Sensitivity to retinoids in 10 DepMap myeloid cell lines with high RARA or RARG expression and 10 cell lines with low RARA or RARG expression. High- and low-expression groups were defined by ranking baseline log2(TPM + 1) mRNA expression values and selecting the top 10 and bottom 10 cell lines, respectively. **c** Correlation of drug sensitivity to ATRA and the Am80 surrogate AM-580 across 44 myeloid cell lines using DepMap AUC data; EOL1 was the most sensitive cell line. **d** Pearson correlation of RARA and RARG expression with sensitivity to ATRA and AM-580 in 44 myeloid cell lines using available DepMap AUC data.

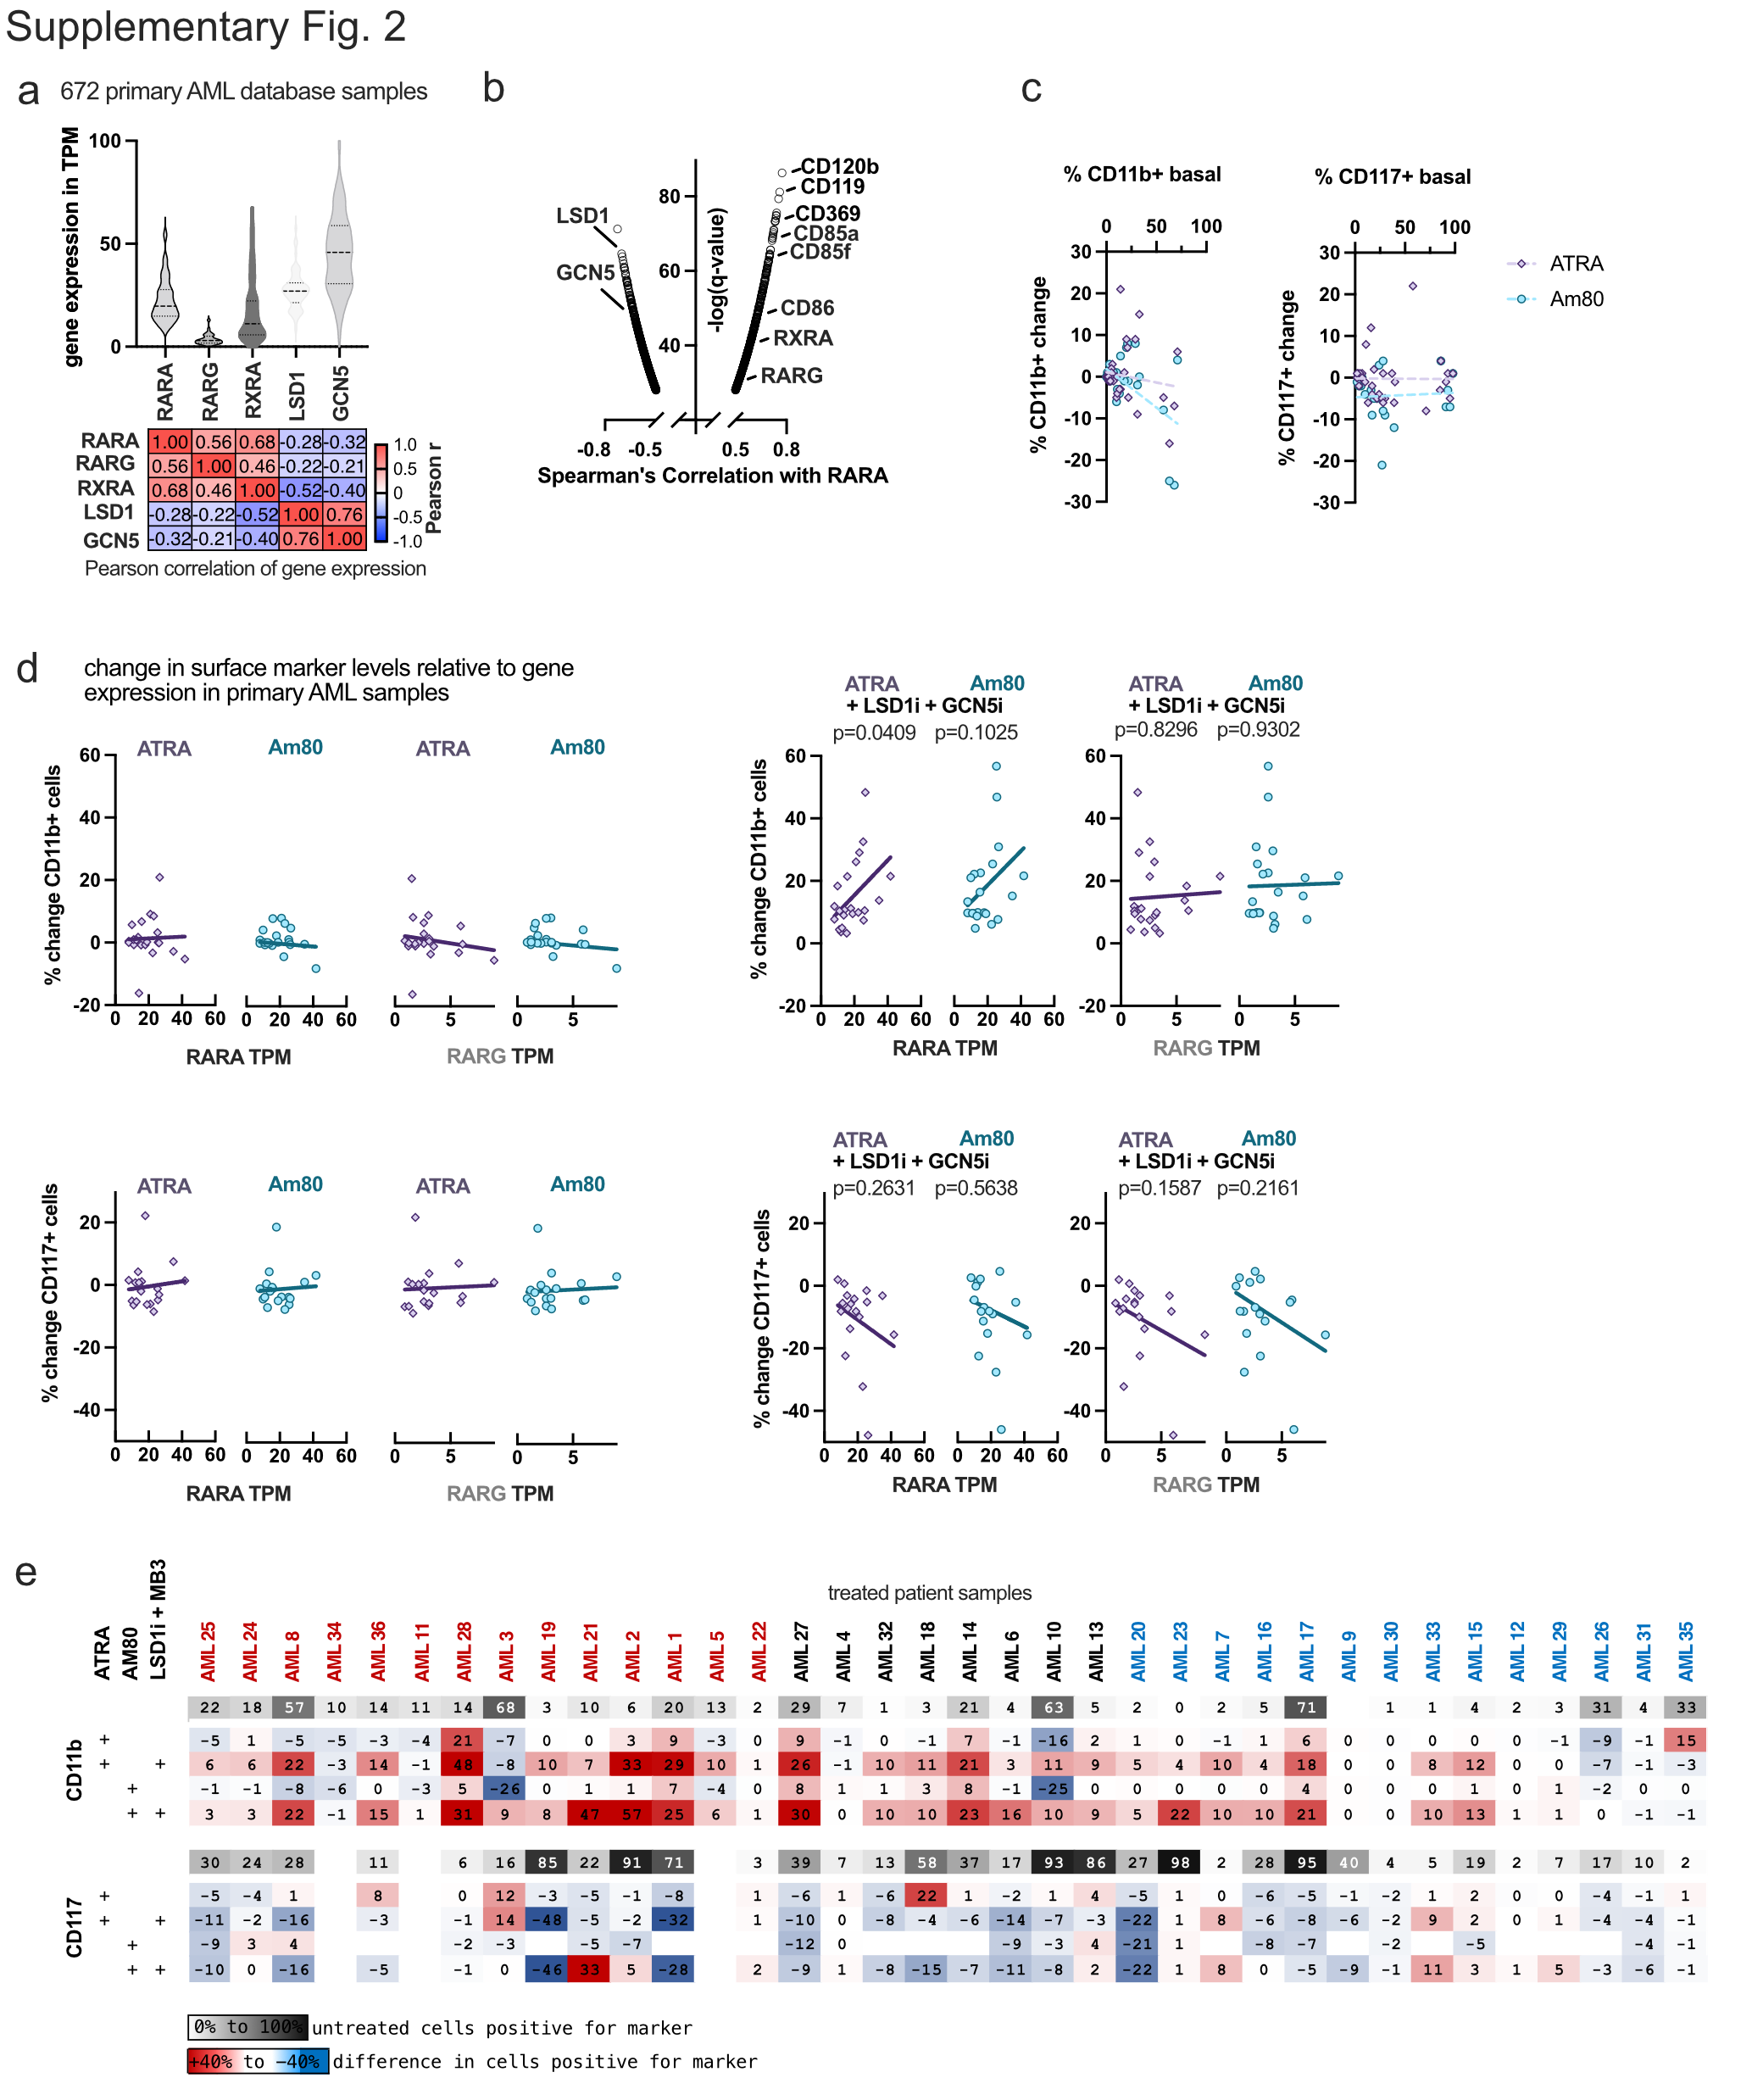

**a** Gene expression (TPM) of RARs and RXRs in 672 primary AML database (cBioPortal) samples and Pearson correlation matrix. **b** Analysis of genes whose expression is significantly positively or negatively correlated (Spearman) with RARA in 672 primary AML. **c** Spearman correlation analysis between baseline CD11b/CD117 expression and treatment-induced changes in primary AML samples treated with 1µM ATRA and 1µM Am80. No significant correlations were observed. Only samples treated with both compounds have been included. **d** Pearson correlation between RARA and RARG gene expression (TPM) and changes in CD11b and CD117 surface marker levels in primary AML samples following 3 days of treatment with ATRA (1 µM) or Am80 (1 µM) alone (left panel) or in combination with the LSD1 inhibitor GSK-LSD1 (0.1 µM) and the GCN5 inhibitor MB3 (100 µM) (right panel). **e** Heatmap of basal (gray) CD11b and CD117 surface marker expression and changes (red to blue) in 35 primary AML samples, following 3 days of treatment with ATRA (1 µM) or Am80 (1 µM) alone and in combination with the LSD1 inhibitor GSK-LSD1 (0.1µM) and the GCN5 inhibitor MB3 (100µM). Samples with a RARA TPM value lower than 15 (RARA low) are labelled blue, samples with a RARA TPM value between 15 and 22 (RARA middle) are labelled black and samples with a RARA TPM value between higher than 22 (RARA high) are labelled black.

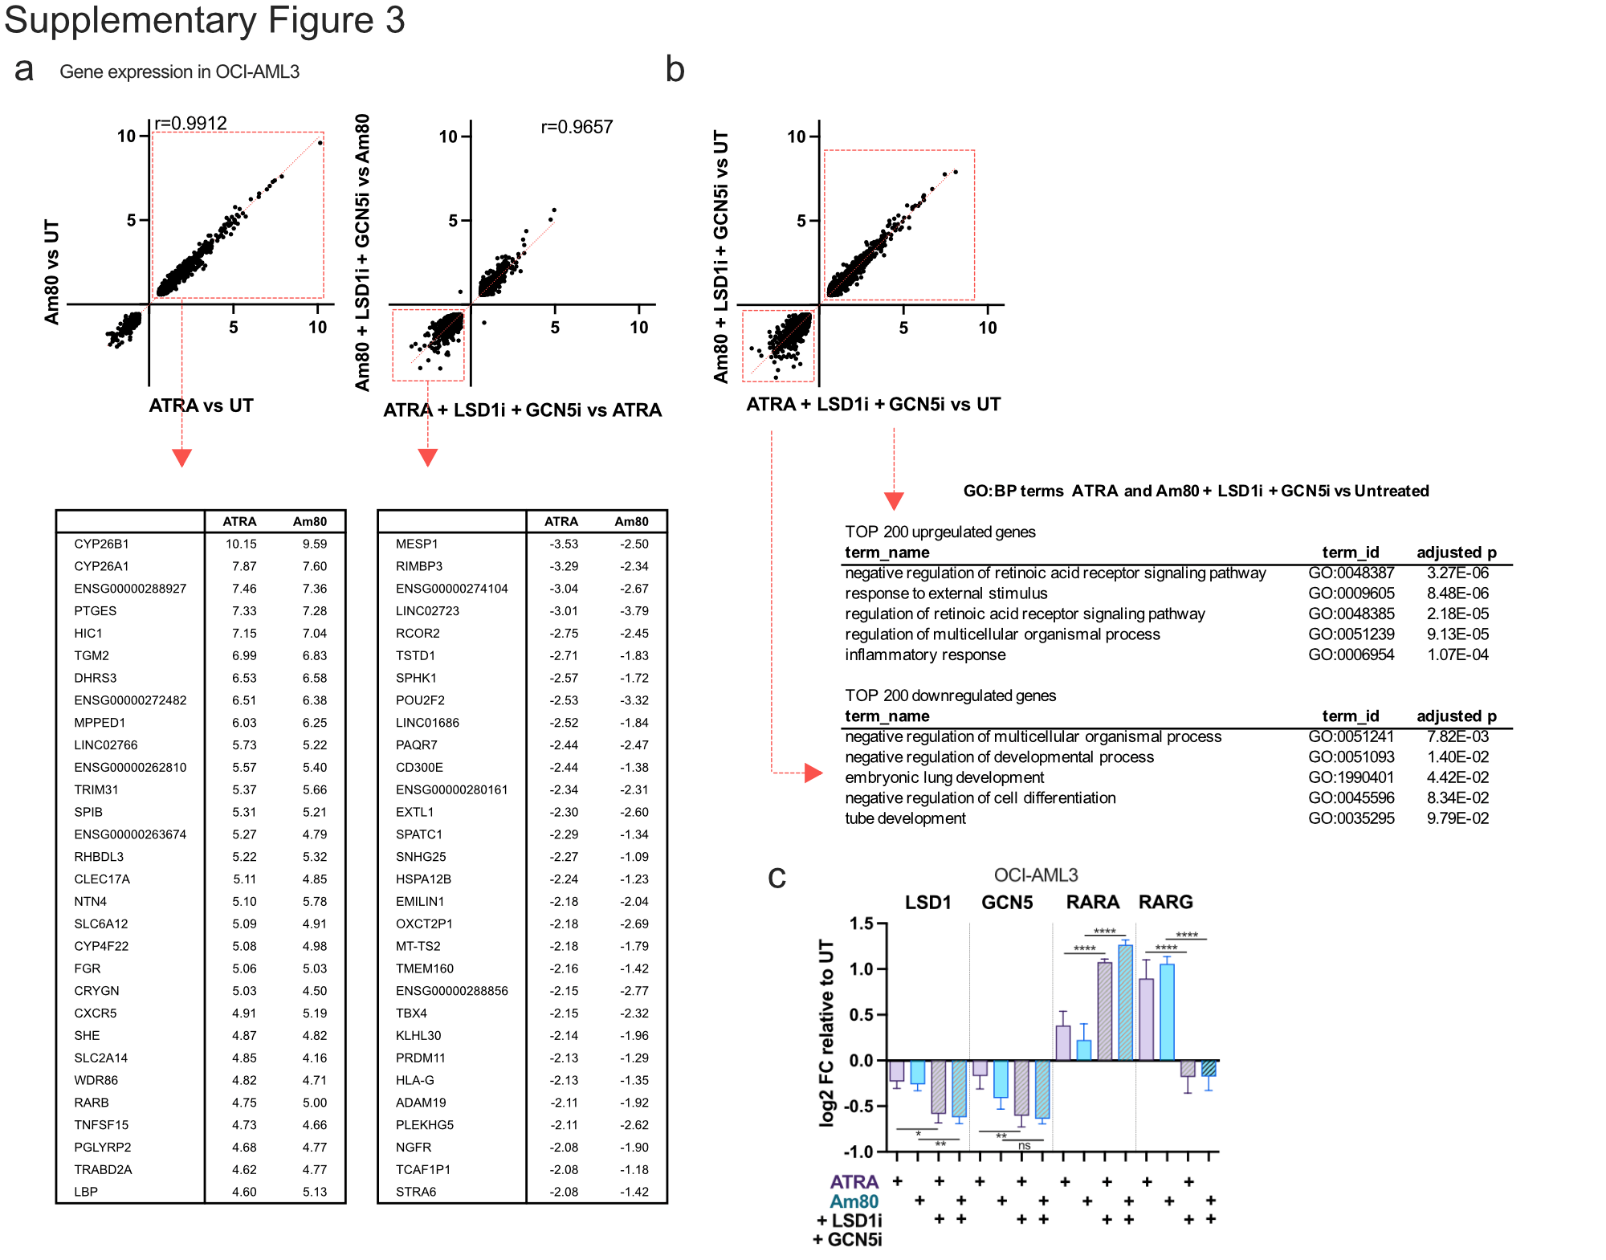

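Of the 30 genes that Suppl. Figure 3a lists as raised by the retinoids, 27 had a mean of at least 10 normalized counts, and all 27 were higher with ATRA and with Am80 than in untreated cells. Their median log2 fold change was 4.85 with ATRA and 4.85 with Am80. In untreated cells, 16 of them had at most 3 reads in every library, and with these at their lower bound the medians were 4.43 and 4.21. On adding the inhibitors, the median of the 27 genes was -0.79 beside ATRA, with 0 genes higher and 13 lower, and -0.60 beside Am80, with 1 gene higher and 14 lower. Of the 30 genes listed as lowered by the inhibitors, 23 had enough reads. Their median log2 fold change on adding the inhibitors was -2.17 beside ATRA, a median that did not move with the 2 genes at the floor at their bound. All 23 genes were lower beside ATRA, and 21 beside Am80. The paper chose both lists on these libraries, so the counts adjusted over the list alone (23 and 23 lower) are not independent evidence.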

**a** Genes upregulated by ATRA and Am80. **b** Genes downregulated following the addition of the LSD1 and GCN5 inhibitors to ATRA and Am80. **c** Biological Processes (GO terms) enriched in the TOP 200 up or downregulated genes following ATRA or Am80 in combination with LSD1 and GCN5 inhibitors. The analysis was performed using the g:Profiler tool. **c** Gene expression log2 fold-change (log2 FC) 3h following treatment of OCI-AML3 cells as described above.

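KDM1A (LSD1, ENSG00000004487.18, chromosome 1, 23019443 to 23083689 in the GENCODE annotation of GRCh38) had 2616 ± 83.7 normalized counts in untreated cells (SD, n = 4), 2265 ± 62.4 with ATRA, 2308 ± 20.2 with Am80, 1961 ± 32.9 with ATRA and inhibitors, and 1962 ± 92.1 with Am80 and inhibitors (SD, n = 3 each). Its log2 fold change against untreated cells was -0.21 with ATRA (standard error 0.05, adjusted p = 0.00727 from limma), -0.18 with Am80 (adjusted p = 0.0165 from limma) and -0.42 with each combination. The Am80 value no longer passed without untreated replicate 2 (-0.16, adjusted p = 0.0534 from limma). KAT2A (GCN5, ENSG00000108773.11, chromosome 17, 42113108 to 42121358) had 1677 ± 110 normalized counts in untreated cells (SD, n = 4), 1475 ± 48.4 with ATRA, 1305 ± 155 with Am80, 1209 ± 81.9 with ATRA and inhibitors, and 1210 ± 27.3 with Am80 and inhibitors (SD, n = 3 each). Its log2 fold change was -0.18 with ATRA (standard error 0.08, adjusted p = 0.0894 from limma), -0.37 with Am80 (adjusted p = 0.000983 from limma) and -0.47 with each combination. The KAT2A changes with ATRA and with Am80 did not differ from each other (-0.18, adjusted p = 0.320 from limma). On adding the inhibitors, KAT2A changed by -0.29 beside ATRA (adjusted p = 0.00665 from limma) and by -0.10 beside Am80 (adjusted p = 0.339 from limma). RARA (ENSG00000131759.18, chromosome 17, 40309192 to 40357643) rose from 960 ± 100 normalized counts in untreated cells (SD, n = 4) to 1332 ± 98.6 with ATRA, 1252 ± 193 with Am80, 2380 ± 78.8 with ATRA and inhibitors, and 2785 ± 35.7 with Am80 and inhibitors (SD, n = 3 each). Its log2 fold change was 0.48 with ATRA (standard error 0.09, adjusted p = 0.000582 from limma), 0.38 with Am80, 1.32 with ATRA and inhibitors, and 1.54 with Am80 and inhibitors (adjusted p = 1.83e-11 from limma). RARG (ENSG00000172819.17, chromosome 12, 53210567 to 53232980) had 103 to 129.6 normalized counts in untreated cells (n = 4), 211 ± 8.07 with ATRA, 246 ± 15.3 with Am80, 111 ± 5.55 with ATRA and inhibitors, and 114 ± 0.961 with Am80 and inhibitors (SD, n = 3 each). It rose with ATRA (0.86, adjusted p = 1.95e-06 from limma) and Am80 (adjusted p = 6.95e-08 from limma). With the combinations its change was -0.07 and -0.03 against untreated cells, values that turned positive under quantile normalization, and it was lower than with ATRA alone (-0.92) and than with Am80 alone (adjusted p = 1.85e-07 from limma).

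**Figure D4:**
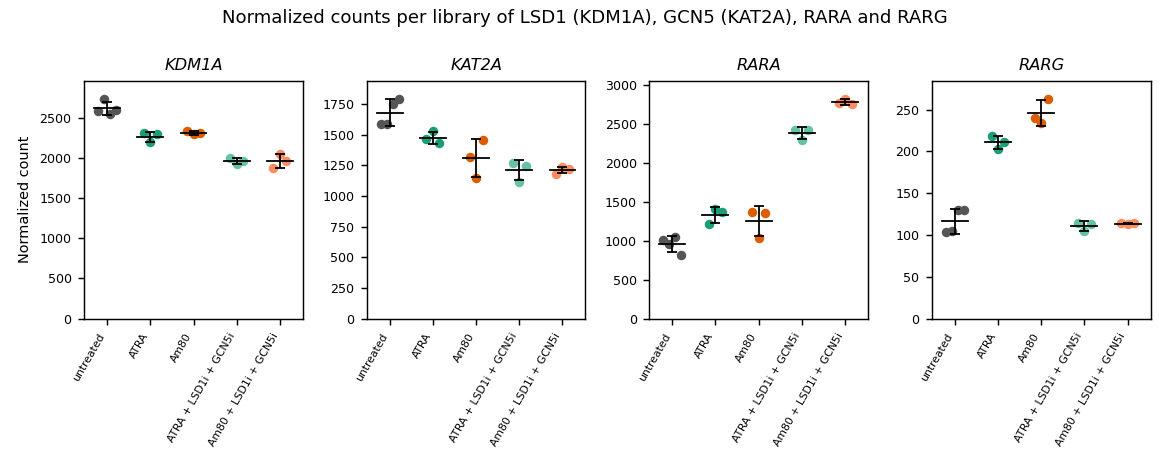
Normalized counts of KDM1A, KAT2A, RARA and RARG in each library, with the mean and SD of each group and axes that start at 0. RARA is highest with the combinations (2380 and 2785), and RARG with the retinoids alone (211 and 246).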

## Supplementary Tables

***Supplementary Table 1: Patient Characteristics***

| Characteristics | Patients (N=67) |
| --- | --- |
| Median age (range) | 60 years (25 to 91 years) |
| Sex (m/f) | 27/40 |
| FAB (%) |  |
| M0 | 2 (3) |
| M1 | 9 (13) |
| M2 | 8 (12) |
| M4 | 14 (21) |
| M5 | 5 (7) |
| M6 | 1 (1) |
| Not classified | 28 (45) |
| Type (%) |  |
| Primary | 41 (61) |
| Secondary | 14 (21) |
| Relapsed | 11 (16) |
| Therapy-related | 1 (1) |
| Not classified | 0 (0) |
| Blasts in peripheral blood |  |
| >50% | 34 (51) |
| <50% | 30 (45) |
| Not determined | 3 (6) |
| Cytogenetics (%) |  |
| normal | 31 (46) |
| complex | 9 (13) |
| t8;21 | 3 (4) |
| inv16 | 2 (3) |
| Other | 22 (36) |
| Mutations (% tested positive) |  |
| FLT3-ITD | 26 (39) |
| NPM1 | 19 (28) |
| IDH1 | 2 (3) |
| IDH2 | 9 (13) |
| RUNX1-RUNX1T1 | 3 (4) |
| CEBPA | 7 (10) |
| KMT2A-PTD | 7 (10) |
| PML-RARA | 0 (0) |
| CBFb-MYH11 | 4 (6) |

How the deposited data were processed for this re-analysis (not part of the article)

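OCI-AML3 cells were profiled by RNA-seq in 16 libraries: 4 from untreated cells and 3 each from cells treated for 3 h with ATRA, with Am80, with ATRA plus GSK-LSD1 and MB3, and with Am80 plus GSK-LSD1 and MB3. The signal values are DESeq2-normalized counts: the authors counted the reads per gene on Galaxy, divided the reads of each library by its DESeq2 size factor and deposited the resulting table. Reads were recovered by multiplying each library by its factor, and every value was checked to be a whole number of reads. The genome build, the annotation release and the strand setting of the counting are not stated, so gene identifiers were matched to the GENCODE annotation of GRCh38, and genes that overlap on the other strand or share sequence are reported with that limit. Depth per library is given with the data, and at this depth genes with at most 3 reads in every library of a group were treated as being at the floor, with fold changes against such a group given as lower bounds. The floors and the intervals of the reads cover counting error only.

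The analysis used R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Values were taken as log2(normalized count + 1) for genes with a mean of at least 10 normalized counts over the 16 libraries. A linear model with one coefficient per group was fitted with limma, with a mean-variance trend and without robust variances, and p-values were adjusted by Benjamini-Hochberg within each comparison. PRDM11, which falls under the filter, was tested in the same fit without the filter. The 9 comparisons were each retinoid against untreated cells, each combination against untreated cells and against its retinoid, Am80 against ATRA without and with the inhibitors, and the interaction of retinoid and inhibitors. Fold changes with ATRA and Am80 were compared by Pearson correlation over the genes called in both comparisons, by overlaps, and by the share of genes whose 95% confidence interval of the difference lay inside the fold limit of Fig. 2e. Distances between libraries were Euclidean over the 1000 most variable genes, with an exact permutation test of the groups.

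Gene lists were tested with camera (correlation between genes 0.01) and with fry: myeloid differentiation genes (retinoids against untreated cells, and combinations against retinoids), stem and progenitor genes and NRF2 targets (combinations against retinoids), with 8 tests adjusted together. Heat shock genes, ATF4 targets and immediate early genes were tested as further lists. The genes that the paper names, the stem genes it names, its surface markers CD11b and CD117, and the raised and lowered genes of Suppl. Figure 3a were summarised as lists without an adjusted test. The named genes were every gene the paper names for these libraries in its text, Fig. 2g and Suppl. Figure 3c, ITGAM and KIT, the 3 largest rises and 3 largest falls on adding the inhibitors among genes called with both retinoids, changed in every library and with a mean of at least 50 normalized counts in the higher group, and up to 5 genes by smallest p-value in each direct comparison of Am80 with ATRA and in the interaction. The library grouping, the comparisons, the gene lists, the rule for named genes and all but 3 alternatives were chosen before the data were examined. This covers the lists and not every test of them. Tests chosen only after a result was seen, such as those of the heat shock list, are named with the additional observations.

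The alternatives were a pseudocount of 0.5 or 5, no filter, a mean of at least 50, quantile normalization, a fit of only the groups compared, edgeR quasi-likelihood with TMM and DESeq2 with default settings on the recovered reads, a block for the replicate number, each library left out in turn, no limit on the fold change, and an adjusted p-value under 0.01 with a log2 limit of 1. Correlations were also taken over all genes, over genes called in either comparison, by Spearman and with separate untreated libraries. The distances were repeated over 500 genes, over all genes and as 1 minus Pearson correlation, and the lists without the genes that the paper prints. The 3 alternatives chosen after seeing the data were reads thinned to the shallowest library, a spline trend on GC content (5 degrees of freedom) removed from each library, and scaling to total reads.

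The methods were tested on simulated data with 14643 genes of which 200 were changed. A change shared by the 4 treated groups was called for 95% of those genes by limma (6 other genes called), 96.5% by edgeR and 95% by DESeq2, and a change in Am80 with inhibitors only was called for 88.5% in the interaction (2 others). No gene was called in a comparison without change. Camera did not call a list of 30 unchanged genes, a GC slope of 0.3 added to 1 library was estimated as 0.301, and the ratio of distances was 1.00 for unchanged groups and 1.49 for changed ones. The GO term enrichment of the paper was not repeated, since it needs an external service, and the flow cytometry, viability and primary sample data were left out because the deposited table holds only these libraries.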

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

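The tests of genomic DNA, of another cell type and of gene length in untreated replicate 4, all tests of the heat shock list, the weighing of heat shock genes in the test of a general stress response, and the tests of GC content and of single libraries for the interactions were chosen only after the result was seen.

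Untreated replicate 4 stood apart from the other untreated libraries in 5 measures: its mean distance to them over all 14643 genes was 53.2, against 43.3 to 44.9 for the others (over the 1000 most variable genes 25.7, against 22.5 to 25.1, where it barely stood apart); 75.6 ppm of its reads fell on genes with no read in any other library, against 11.1 to 19.8 ppm in the other libraries; the median of its myeloid list relative to the group was 0.13; and its log2 expression was 1.076 for CYP26B1, from 1 read, and 6.32 for POU2F2. A sixth such value was LUCAT1 in untreated replicate 2, with a log2 expression of 1.51 from 2 reads, a number too small to weigh, and no explanation was tested for it. Of 39 groups of values tested for a single distant library, 6 had one where 1.95 are expected by chance. These values are not independent of each other where they share a library. GC content and gene length are not the whole cause of the distance, which was 51.8 with a GC trend removed from each library (42.4 to 44.4 for the others) and 50.6 with a length trend removed (42.2 to 44.1). A share of retinoid-treated RNA does not account for it either: on the genes that Suppl. Figure 3a lists as raised, the median share was 0.229%, within the -0.500% to 0.38% of the other untreated libraries. Genomic DNA is a candidate source of the reads on otherwise silent genes. These 1196 reads lay on 1063 genes, 89.2% of them with 1 read, and rose with transcript length with a slope of 0.833 (standard error 0.0307), against -0.0373 to 0.389 in the other libraries. RNA of another cell type would bring abundant transcripts, and the most reads on one of these genes was 5. Whether genomic DNA also moved the expressed genes was not tested, and no biological explanation was tested, since the 4 libraries share one condition.

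The NRF2 target list was not analysed in the paper and rose on adding the inhibitors, with a median log2 fold change of 0.77 beside ATRA (adjusted p = 1.65e-09 from camera of limma; 14 of 23 genes higher, 2 lower, over all genes and over the list alone) and 1.07 beside Am80 (adjusted p = 5.09e-13 from camera of limma; 14 higher, 0 lower). Changes were positive in 20 of the 23 genes with each retinoid, and TRIM16L fell most (-0.69 and -0.46). HMOX1 and OSGIN1, named in the paper, are in the list. An NRF2 response to the inhibitors is a candidate explanation of the rise of these 2 genes, since the lower of the 2 medians of the other genes of the list was still 0.69. Fry gave the same calls. As the cause of the rise of HMOX1 and OSGIN1, an NRF2 response and a general stress response cannot be told apart: beside ATRA the median of the ATF4 targets was 0.21 (adjusted p = 0.0594 from camera of limma and 0.0038 from fry of limma), below that of the NRF2 targets, but 10 of the 12 were positive and heat shock genes rose more than the NRF2 targets did (median 1.17). In 1 of the 10 splits of the 6 libraries the NRF2 median was as large beside ATRA, and in 1 of the 10 beside Am80, which is the real split each time and the smallest share that 3 against 3 allows. Which of the 2 inhibitors, or the dose of MB3, raised the list was not tested, as no library had a single inhibitor or the inhibitors without a retinoid.

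The heat shock list, also outside the paper, rose by a median of 1.17 beside ATRA (adjusted p = 2.31e-10 from camera of limma) and 1.43 beside Am80 (adjusted p = 2.08e-12 from camera of limma), with 9 of 9 genes higher in both. The list holds 11 genes, of which 9 had enough reads. GC content (lower of the 2 medians 1.42 with the trend removed), normalization (1.03 with quantile normalization) and a single library (lowest 1.09 over fits that left one out) are each not the whole cause of the rise. The real split alone gave as large a median, 1 of the 10 splits of the 6 libraries beside ATRA and 1 of the 10 beside Am80. A response of the cells to the inhibitors may therefore explain it, but this was found and tested on the same libraries.

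ATF4 targets rose by 0.85 beside Am80 (adjusted p = 0.00011 from camera of limma, 7 of 12 genes higher), and immediate early genes by 0.55 beside Am80 (adjusted p = 0.0294 from camera of limma, 5 of 12 higher and 1 lower). Beside ATRA, immediate early genes had a median of 0.21 that did not pass (adjusted p = 0.207 from camera of limma, 3 higher and 1 lower). Without replicate 2 of ATRA with inhibitors this median was 0.093. By fry, both lists passed with both retinoids (adjusted p from 3.41e-05 to 0.0488 from limma), so beside ATRA the call depends on the test. In each of these 4 comparisons, 1 of the 10 splits of the 6 libraries gave as large a median. CEBPB is also in the myeloid list, SLC7A11 in the NRF2 list and MYC in the stem list. With a GC trend removed from each library, the medians were 0.91 and 0.65 beside Am80, and rose to 0.44 and 0.54 beside ATRA. The unadjusted p-values from camera of limma beside ATRA were then 0.0060 and 0.0036, against 0.0462 and 0.207 without removal. The values and calls beside ATRA thus depend on this choice in part. The median of ATF4 targets beside ATRA was still below the one beside Am80. No biological explanation was tested.

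In the interaction, the stem and progenitor list fell more beside Am80 than beside ATRA (median difference -0.22, adjusted p = 0.0025 from camera of limma and 0.0167 from fry), both adjusted over the interactions of 6 lists, and ATF4 targets rose more (0.36, adjusted p = 0.00079 from camera of limma). For ATF4 targets, the adjusted p from fry of limma was 0.0650 over the 6 lists and 0.0325 over the 9 tests of the heat shock, ATF4 and immediate early lists, so that call depends on the adjustment. In the stem list 2 of the 100 splits, and in the ATF4 list 7 of the 100 splits, gave as large a median, so other groupings of these libraries do give the ATF4 difference. With a GC trend removed from each library, the medians were -0.16 and 0.28, so that trend is not the whole cause. Without replicate 1 of Am80 with inhibitors the stem median was -0.074, and without ATRA replicate 3 it was -0.13. A real difference cannot be told apart from the effect of single libraries, since the median shrank while the tests still passed. Without replicate 1 of Am80 with inhibitors, the ATF4 median was 0.31, so this library alone does not make the size of that difference. The unadjusted p from fry of limma was then 0.0520, against 0.0217 with all libraries. It was 0.0503 without replicate 1 of ATRA with inhibitors, so the fry call depends on single libraries. The unadjusted p from camera of limma was 0.00115 and 0.00089 in these 2 fits. A difference between the retinoids in how the inhibitors act on the stem list may exist, but 0 of its genes passed on their own.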

How the results depend on the processing

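No tests in this part were chosen only after the result was seen, but 3 alternatives were chosen after seeing the data: thinned reads, the GC trend removed, and scaling to total reads. Except where given here, the cause was not tested.

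The ratios of distances kept their value within the spread under every alternative run (1.05 to 1.12 and 1.06 to 1.13, apart from fits without a library). The stem and progenitor medians lay between -0.43 and -0.24 beside ATRA, and between -0.71 and -0.41 beside Am80. The NRF2 medians lay between 0.63 and 0.98 beside ATRA, and were at least 0.87 beside Am80. Both lists kept their direction and call under every alternative run. Among the 47 other results for named genes, 11 changed under some alternative. Counted as pairs of a result and an alternative, 80 changed: 14 became weaker and 4 stronger under alternatives other than leaving out a library, and 58 weaker and 4 stronger without a library, none with the opposite direction. Most of the 80 were genes called between Am80 and ATRA. The genes called between Am80 and ATRA lost their call without the filter and in a fit of only the groups compared. The 80 pairs do not count the fit with the GC trend removed or the thinned reads. With the GC trend removed these genes lost their call too (adjusted p from 0.101 to 0.119 from limma).

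Between Am80 and ATRA, the number of genes was 0 without the filter, 3 with quantile normalization, 0 with only the groups compared, 16 with edgeR, 18 with DESeq2, 35 without a fold limit, 0 at the stricter limits, 4 scaled to total reads and 0 with the GC trend removed. The share higher with Am80 was 57.1%, and 66.7%, 68.8%, 88.9% and 25.0% with quantile normalization, edgeR, DESeq2 and total reads. Between the combinations it was 127 with only the groups compared and 13 with DESeq2, and in the interaction 6 with DESeq2. From fits that left out one library, the numbers were 0 to 88 (88 without Am80 replicate 3), 0 to 86 (86 without untreated replicate 4) and 0 to 26 (26 without Am80 replicate 3).

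A mean of at least 50 left 921 genes for ATRA against untreated cells, as fewer genes were tested. Without a fold limit, the 6 comparisons with untreated cells or the retinoid alone gave 3609, 4211, 8819, 8004, 7226 and 5778 genes, and at the stricter limits 623, 625, 1573, 1485, 747 and 690, in the order ATRA, Am80, ATRA with inhibitors, Am80 with inhibitors, and the inhibitors beside ATRA and beside Am80. With the GC trend removed, the inhibitors beside ATRA gave 1905 genes, of which 1499 were also in the 2861 without removal. Beside Am80 they gave 2223 genes (2300 without removal). Against untreated cells the combinations gave 3373 genes with ATRA and 3532 with Am80 (4255 and 3814 without removal). Whether ATRA or Am80 has the larger number thus depends on this choice in both comparisons. With reads thinned to the shallowest library, the numbers were 1291, 1480, 4137, 3689, 2717 and 2180, and 5, 0 and 0 in the direct comparisons and the interaction (1997, 2499 and 2146 at an unadjusted p under 0.05), so depth moved the 6 larger numbers little. Between Am80 and ATRA, only 3 of the 7 genes were still called. Scaled to total reads, the median of all genes shifted to -0.15 and -0.19 with the combinations against untreated cells and to -0.16 and -0.13 against the retinoid alone, and the share of higher genes moved from 63.0% to 52.8% for Am80, from 49.0% to 31.9% and from 49.7% to 29.2% for the combinations, and from 41.7% to 20.9% and from 43.3% to 26.4% for the inhibitors.

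The 3 correlations were 0.912, 0.940 and 0.815 over all genes, 0.974, 0.965 and 0.891 over genes called in either comparison, 0.976, 0.951 and 0.912 by Spearman, 0.964 and 0.962 with separate untreated libraries (both comparisons with untreated cells), and, for the inhibitors against the retinoid alone, 0.961 scaled to total reads. The shares inside the fold limit (retinoids alone, with inhibitors) were 64.2% and 65.0% with a pseudocount of 5, 51.5% and 48.9% without the filter, 80.9% and 79.6% with a mean of at least 50, 66.5% and 64.6% with only the groups compared, 54.8% and 52.2% with DESeq2, 86.8% and 87.2% with a log2 limit of 1, 57.6% (with inhibitors) with edgeR and 54.7% (alone) scaled to total reads. Without one library they ranged from 48.9% (Am80 replicate 3) to 60.4% (untreated replicate 3) and from 50.8% (replicate 3 of Am80 with inhibitors) to 61.4% (untreated replicate 4).

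The myeloid median on adding the inhibitors to Am80 turned to -0.0012 without the filter, -0.054 with quantile normalization, -0.0098 with edgeR, -0.0067 with DESeq2 (run without the filter; 0.013 over the 34 genes past it), -0.10 scaled to total reads and -0.0025 without the genes the paper prints, and without one library lay between -0.11 (Am80 replicate 2) and 0.066 (Am80 replicate 3), and was negative without replicate 1 of Am80 with inhibitors too. Without the genes the paper prints, the medians against untreated cells no longer passed, at 0.019 with ATRA and 0.17 with Am80.

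KDM1A with Am80 (-0.18) no longer passed without the filter or with only the groups compared (adjusted p = 0.0550 and 0.0985 from limma), and lay between -0.19 and -0.16 without one library (-0.16 without untreated replicate 2). KAT2A on adding the inhibitors to Am80 passed scaled to total reads (-0.23), and lay between -0.19 (without Am80 replicate 2, where it passed) and -0.022 without one library. KAT2A with ATRA lay between -0.21 (without untreated replicate 1) and -0.15 (without untreated replicate 4), and passed only without Am80 replicate 2, where its value did not move. RARG with quantile normalization was 0.032 with ATRA and inhibitors and 0.077 with Am80 and inhibitors against untreated cells, and without one library its change with Am80 and inhibitors lay between -0.083 and 0.026 (without untreated replicate 4), and was positive without untreated replicate 3 too.

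With a replicate block, 34 genes passed between Am80 and ATRA and 84 between the combinations, the share inside the fold limit with inhibitors was 61.3%, and RARG with Am80 and inhibitors was 0.026 against untreated cells. The numbers do not pair the samples: libraries of the same number correlated between -0.112 and 0.187 after the group means were removed (30 pairs, median -0.0050), and 72 pairs of different numbers had a median of -0.0090. Untreated replicate 4 is alone in its block, so the block also leaves it out of the comparisons.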

Differences from the paper's values

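None of the differences below was tested for its cause, and no tests here were chosen only after the result was seen.

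A log2 fold change was taken to differ when its gap was over the error, which is the larger of the replicate SD and the reading error, or, where a library of the comparison had at most 3 reads, which inflates the SD, over 1.5-fold plus the reading error. Where a group was at the floor, as for 16 of the 27 raised genes with enough reads, only the bound was compared. The bound counted as differing only if it exceeded the paper's value by more than 1.5-fold plus the reading error. Such values could hardly differ, so the share that did not is overstated. Of 120 log2 fold changes of Suppl. Figure 3a compared, 4 differed, by the 1.5-fold limit only, since their gaps were within the replicate SD (1.11 to 1.14). For CLEC17A, the paper gives about 5.1 with ATRA and about 4.9 with Am80 (Suppl. Figure 3a, read by eye), against 4.15 and 3.89 here. For TRABD2A, the paper gives about 4.6 and about 4.8 (Suppl. Figure 3a, read by eye), against 3.77 and 3.91. Of the alternatives set before the data were examined, a pseudocount of 0.5 (4.57 and 4.31 for CLEC17A, 4.15 and 4.29 for TRABD2A), the replicate block and leaving out untreated replicate 4 (4.59 and 4.34, 4.16 and 4.30 in both) brought all 4 within the 1.5-fold limit, and the others did not.

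Of 16 log2 fold changes against untreated cells in Suppl. Figure 3c compared, 7 differed. For KDM1A, the paper gives about -0.26 with Am80, about -0.58 with ATRA and inhibitors and about -0.62 with Am80 and inhibitors (Suppl. Figure 3c, read by eye), against -0.18, -0.42 and -0.42. For KAT2A with the combinations, the paper gives about -0.61 and about -0.63 (Suppl. Figure 3c, read by eye), against -0.47 and -0.47, and for RARA about 1.1 and about 1.3 (Suppl. Figure 3c, read by eye), against 1.32 and 1.54. Quantile normalization, set before the data were examined, closed all 7 gaps (-0.24, -0.56, -0.59, -0.59, -0.61, 1.21 and 1.39) but opened 2 others, so that 14 of the 16 values did not differ, and in Suppl. Figure 3a 55 of the 65 values compared under each alternative but a mean of at least 50, against 61 without it. Scaling to total reads, chosen after seeing the values, closed all 7 as well (-0.24, -0.56, -0.60, -0.62, -0.65, 1.17 and 1.36), so that 16 of the 16 did not differ. For KAT2A with ATRA and inhibitors, edgeR (-0.48) and leaving out replicate 1 (-0.51) or 3 (-0.49) of that group or untreated replicate 1 (-0.50) or 2 (-0.50) did too, and for RARA with ATRA and inhibitors, the replicate block (1.24) and leaving out untreated replicate 4 (1.24). The other alternatives set before the data were examined closed none of the 7.

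For the correlation of the combinations against untreated cells, the paper gives about 0.95 (Fig. 2g, read by eye), against 0.985 here. Of the alternatives set before the data were examined, only the Spearman correlation (0.951) closed the gap.

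NGFR is placed among the genes lowered by both combinations in Fig. 2g, whereas against untreated cells it was higher here (0.71 with ATRA and inhibitors, 0.77 with Am80 and inhibitors). The paper names PRDM11 and HLA-G as lowered on adding the inhibitors to either retinoid, whereas beside Am80 neither passed here. PRDM11 (-1.22) passed beside Am80 with edgeR (-1.34, adjusted p = 0.0245 from edgeR). HLA-G (-1.27) passed beside Am80 with the replicate block, without Am80 replicate 2, without replicate 2 of Am80 with inhibitors, without untreated replicate 3 and without untreated replicate 4, and with scaling to total reads, chosen after seeing the values.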

Other observations

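The tests of GC content on the numbers of unadjusted p-values, all tests of the retinoid-raised genes, and the splits of the list medians were chosen only after the result was seen.

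One Am80 library lies between the Am80 and combination libraries in Fig. 2f, and Am80 replicate 2 was the Am80 library farthest from its group here. A share of combination-treated RNA would pull rising and falling genes alike, and the share was 12.6% from rising and 31.8% from falling genes, 19.2 percentage points apart, where the other retinoid libraries were -6.11 to 3.24 points apart. GC content accounts for part of its position and not for the whole: its mean distance to the other Am80 libraries over all genes was 46.8 (38.6 and 39.6 for replicates 1 and 3), and 39.6 after a GC trend was removed from each library (35.6 and 34.9 for replicates 1 and 3). Its origin stays open, and no biological explanation was tested.

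For the genes differentially expressed between Am80 and ATRA, removing the GC trend left up to 97.3% of the fold changes (median 87.9%) while adjusted p-values rose to between 0.101 and 0.119 (limma), so GC content and a difference between the retinoids cannot be told apart for these genes. The same holds for Am80 replicate 2, without which 0 genes passed, since leaving it out also lowers the number of libraries. Only the real split, 1 of the 10 splits of the 6 libraries, gave as many genes. Fold changes between Am80 and ATRA correlated with GC content (Spearman -0.33), as did those of ATRA with inhibitors against ATRA (-0.53), of Am80 with inhibitors against ATRA with inhibitors (0.51) and of the interaction (0.64), where GC was known for 97.6% of genes.

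Genes with an unadjusted p-value under 0.05 numbered 2052 between the combinations with the GC trend removed, so that trend is not their whole cause. In the interaction they then numbered 881, near the 732 expected if no gene differs, so GC content may account for the excess there. Of the splits, 1 of the 10 splits of the 6 libraries gave as many between the combinations (largest other 1075), and 5 of the 100 splits gave as many in the interaction.

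For the numbers of differentially expressed genes, 1 of the 35 splits of the 7 libraries, the real one, gave as many for ATRA, for Am80, for ATRA with inhibitors and for Am80 with inhibitors against untreated cells (largest others 785, 932, 2755 and 2315). Against the retinoid alone it was 1 of the 10 splits of the 6 libraries beside ATRA and 1 of the 10 beside Am80. For the myeloid list, 6 of the 35 splits gave as large a median with ATRA, so its median is within what other groupings give, and 1 of the 35 with Am80. On adding the inhibitors it was 1 of the 10 splits beside ATRA and 9 of the 10 beside Am80, and for the stem and progenitor list 1 of the 10 beside each retinoid. For the interaction, as large a median came from 63 of the 100 splits for the myeloid list (-0.03), 17 for NRF2 targets (0.18), 80 for heat shock genes (0.06) and 29 for immediate early genes (0.19). The adjusted p of the last was 0.0587 over the interactions of 6 lists and 0.0440 over 9 tests (camera of limma), and fry did not call it. Between the combinations, the median Am80 minus ATRA difference was 0.30 for heat shock genes (9 of 9 positive). For NRF2 targets it was 0.21 (20 of 23 positive). Their unadjusted p-values were 6.71e-08 and 2.28e-05 (camera of limma) and 0.0040 and 0.0098 (fry of limma). In counts over all genes, 0 genes of either list passed. The interactions thus do not show equal levels of these lists with the combinations.

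Genes raised by more than 2 on the log2 scale by one retinoid fell when the inhibitors were added to the other retinoid: the median of 186 genes chosen with Am80 was -0.47 beside ATRA (70.4% below 0), and of 197 genes chosen with ATRA -0.43 beside Am80 (69.5% below 0). Because the genes were chosen and read in different libraries, selection does not account for it, and the smaller of the 2 medians was -0.36 with quantile normalization and -0.36 with the GC trend removed, so neither is the whole cause. Without the limit of 2 the fall was smaller. The 939 genes raised by Am80 had a median of -0.17 beside ATRA (58.0% below 0). The 954 genes raised by ATRA had a median of -0.17 beside Am80 (58.5% below 0). Genes lowered by one retinoid, also taken without that limit, did not rise when the inhibitors were added to the other. Those lowered by Am80 had a median of -0.24 beside ATRA (65.2% below 0), and those lowered by ATRA of -0.089 beside Am80 (55.1% below 0). The medians of the lowered genes were -0.12 and 0.012 with quantile normalization and -0.037 and -0.046 with the GC trend removed. An opposition of the inhibitors to all retinoid responses is therefore not shown, and the cause stays open.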
